# Endothelial KLF4 depletion drives age-related neurovascular dysfunction and neuropsychiatric impairment

**DOI:** 10.1073/pnas.2426990123

**Published:** 2026-06-18

**Authors:** Matasha Dhar, Edwin Vázquez-Rosa, Kalyani Chaubey, Emiko Miller, Sofia G. Corella, Suwarna Chakraborty, Sunil Jamuna Tripathi, Tapatee Das, Xudong Liao, Mohamed Alkassem Alosman, Hua Fang, Yeojung Koh, Preethy S. Sridharan, Kathryn Franke, Coral J. Cintrón-Pérez, Adrian A. Cintrón-Pérez, Taylor Tomco, Vidya Indrakumar, Phoebe J. Rubin, Justin G. Pieper, Luke A. Ashiku, Min-Kyoo Shin, Xinmiao Tang, Roshan Padmanabhan, Hariprakash Haragopal, Margaret E. Flanagan, Rajan Jain, Bradley D. Winters, Brigid M. Wilson, Bindu D. Paul, Mukesh K. Jain, Andrew A. Pieper

**Keywords:** blood–brain barrier, aging, neurodegeneration, KLF4, endothelial cell

## Abstract

Deterioration of the blood–brain barrier (BBB), including impaired neurovascular uncoupling, contributes to cognitive decline in aging. The BBB is formed principally by brain microvascular endothelial cells (ECs), and ECs throughout the body are enriched for the transcription factor Krüppel-like factor 4 (KLF4). Because KLF4 levels in ECs decrease with age, we tested whether that decline contributes to aging-related BBB deterioration, neurovascular dysfunction, and cognitive impairment. Using EC-specific *Klf4* knockout mice (EC-K4KO), we show that loss of EC KLF4 accelerates multiple age-related brain pathologies. Indeed, middle-aged EC-K4KO mice display pathological features that are not normally observed until advanced age, including marked BBB leakage, impaired neurovascular coupling, loss of microvessels, increased oxidative damage, neuroinflammation, neurodegeneration, anxiety-like behavior, and cognitive deficits. Single-cell RNA sequencing of brain vasculature reveals dysregulation of immune response and barrier-related genes in ECs lacking KLF4, indicating that KLF4 maintains brain endothelial homeostasis by constraining proinflammatory and senescence programs at the chromatin level. Together, these results identify loss of EC KLF4 as a key driver of neurovascular decline and age-associated cognitive dysfunction.

## Significance

We show that specific loss of KLF4 from endothelial cells advances the onset and severity of blood–brain barrier (BBB) breakdown, a key aspect of brain aging. The ensuing vascular and neuronal pathology leads to cognitive decline. Thus, mice with endothelial cell–specific elimination of KLF4 provide a readily applicable model of brain microvascular dysfunction in aging. Targeting endothelial KLF4 or its downstream pathways could offer a strategy to protect the brain from age-related BBB deterioration and cognitive impairment.

The blood–brain barrier (BBB) preserves neural homeostasis by regulating molecular exchange with the circulation and coupling cerebral blood flow to neuronal activity (neurovascular coupling) (1, 2). Early impairment in BBB function is a feature of age-related cognitive decline (3–7) and contributes to neurodegeneration in Alzheimer’s disease (AD) and traumatic brain injury (TBI) (8). Brain microvascular endothelial cells (ECs) form the vascular component of the neurovascular unit (9), are long-lived, and are highly responsive to cytokines, hormones, and trophic factors (4, 10–13), making them vulnerable to cumulative, age-related stress (13). Aging also remodels EC transcriptional programs, increasing inflammatory and oxidative pathways while downregulating BBB-maintaining genes (14), which impairs the regulation of vascular tone and flow, raises permeability, promotes hypoxia, and permits inappropriate plasma protein entry that harms brain health. However, the critical molecular regulators driving age-associated brain EC dysfunction remain incompletely defined.

Krüppel-like factor 4 (KLF4) is a zinc-finger transcription factor implicated in vascular biology and aging (15) that supports an anti-inflammatory, antithrombotic endothelial phenotype (16–21). KLF4 is abundant in brain ECs in mice (*SI Appendix*, Fig. S1*A*) (22) and humans (*SI Appendix*, Fig. S1*B*) (23) but declines with age (16), suggesting that EC KLF4 loss may drive BBB breakdown and neurovascular dysfunction. To test this, we characterized inducible, EC-specific KLF4 knockout (EC-K4KO) mice using cerebrovascular physiology, behavior, histology, and single cell transcriptomics. EC-K4KO mice develop accelerated, age-like cerebrovascular pathology, including BBB leakage, microvascular loss, and impaired neurovascular coupling, with increased oxidative damage, neuroinflammation, neurodegeneration, anxiety-like behavior, and cognitive deficits. Single-cell RNA sequencing of ECs from EC-K4KO brains revealed dysregulated immune response and BBB-related gene programs, underscoring KLF4’s central role in endothelial and neurovascular integrity. These results indicate that preserving EC KLF4 activity may be a viable strategy to prevent age-associated BBB deterioration and cognitive decline.

## Results

### EC KLF4 Loss Accelerates Age-Related Neurobehavioral and Cognitive Decline.

We generated EC-specific *Klf4* knockout (EC-K4KO) mice by crossing CDH5-CreERT2 with *Klf4*-flox mice, inducing Cre-induction at 8 wk of age as previously validated (17, 18, 24–26) (*SI Appendix*, Fig. S1*C*). Cohorts were assessed at young (4 to 6 mo), middle-aged (10 to 12 mo), and old (20 to 23 mo) time points. Sex-specific results are reported when observed; otherwise data were pooled.

In the accelerating rotarod test, wild-type (WT) Cre controls showed the expected age-related decline in latency to fall (young vs old WT Cre) (Fig. 1*A*). EC-K4KO mice exhibited accelerated impairment, with significantly reduced performance by middle-age versus WT Cre littermates (Fig. 1*A*). Grip strength was unchanged (*SI Appendix*, Fig. S2*A*), indicating a neurologic rather than muscular deficit. In the open field, total distance declined with age in WT Cre mice, and middle-aged EC-K4KO mice showed further reductions relative to age-matched WT Cre littermates (Fig. 1*B*).

**Fig. 1.**
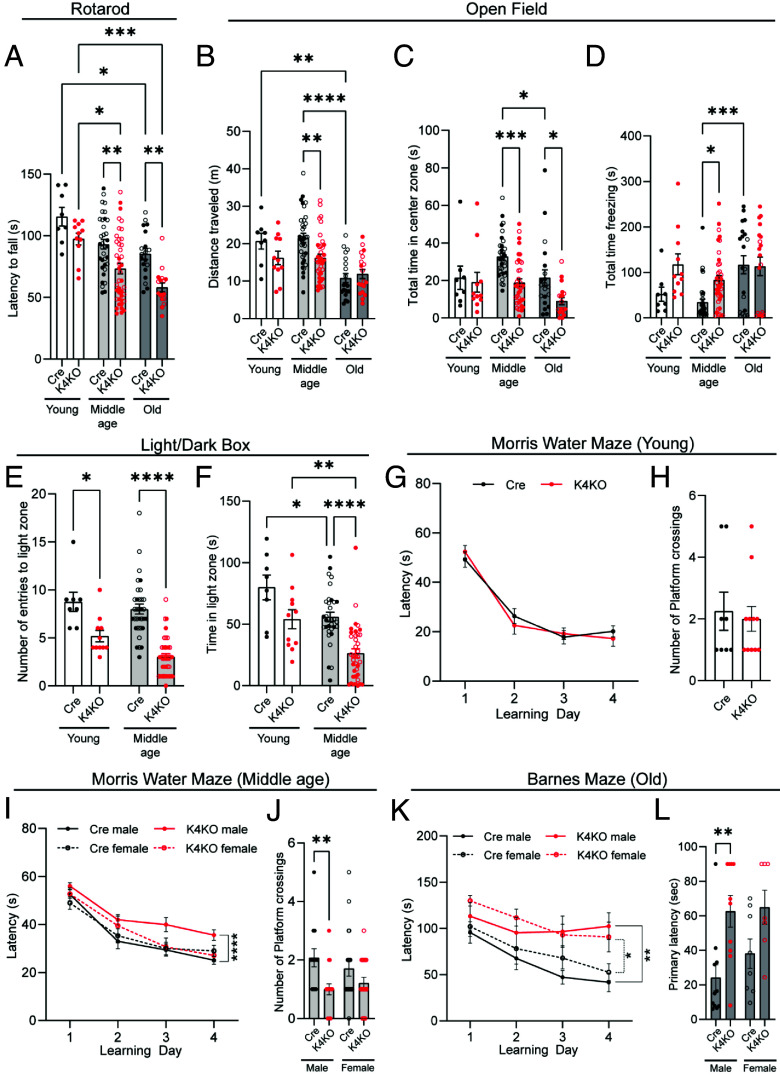
EC KLF4 depletion accelerates age-associated neurobehavioral and cognitive impairment. (*A*) Latency to fall on the test day of the accelerating rotarod test decreases with age in control mice (young WT Cre vs old WT Cre), while this decrease is accelerated in EC-K4KO mice (young EC-K4KO vs middle-aged EC-K4KO and Young EC-K4KO vs old EC-K4KO) and worsened in EC-K4KO mice when compared to middle-aged and old-aged WT Cre littermates. (*B*) Distance traveled in the open field is reduced with age in control mice (young WT Cre vs old WT Cre and middle-aged WT Cre vs old WT Cre) while EC-K4KO mice show deficits only in middle-age (compared to middle-aged WT Cre). (*C*) Old WT Cre mice spend less time in the center zone of the open field than middle-aged WT Cre mice. EC-K4KO mice in both age groups spend less time in the center zone than WT Cre littermates. (*D*) Old WT Cre mice spend more time freezing in the open field than middle-aged WT Cre mice. EC-K4KO mice in both age groups spend more time freezing than WT Cre littermates. (*E*) Young and middle-aged EC-K4KO mice make fewer entries into the light zone of the light/dark box than WT Cre littermates. (*F*) Middle-aged WT Cre mice spend less time in the light zone of the light/dark box than young WT Cre mice. Both young and middle-aged EC-K4KO mice spend less time in the light zone of the light/dark box than WT Cre littermates. Learning (*G*) and memory (*H*) in the Morris water maze were not affected in young EC-K4KO mice. (*I*) Learning and memory (*J*) in the Morris water maze were impaired in middle age male EC-K4KO mice, compared to WT Cre littermates, but not in females. (*K*) Learning in the Barnes maze was impaired in both male and female EC-K4KO mice, compared to WT Cre littermates. (*L*) Memory in the Barnes maze was impaired in male EC-K4KO mice, compared to WT Cre littermates, and females showed a similar trend. Data are average (±SEM). Data points represent individual animals with black filled circles as WT Cre males, black open circles as WT Cre females, red closed circles as EC-K4KO males, and red open circles as EC-K4KO females (except panels *G*, *I*, and *K*, which are average values). Significance was tested using one-way ANOVA and Bonferroni post hoc analysis for all panels except panels *G*, *I*, and *K*, which were analyzed using two-way ANOVA and Bonferroni post hoc analysis. n = 8 Young Cre, n = 11 Young K4KO, n = 14 middle-aged Cre males, n = 20 middle-aged Cre females, n = 20 middle-aged K4KO male, n = 20 middle-aged K4KO female, n = 11 Old Cre male, n = 8 Old Cre female, n = 10 Old K4KO male, n = 7 Old K4KO female. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Anxiety-like behavior increased with age in WT Cre mice, evidenced by reduced center time (Fig. 1*C*), increased freezing (Fig. 1*D*), fewer center entries (*SI Appendix*, Fig. S2*B*), and greater border time (*SI Appendix*, Fig. S2*C*). EC-K4KO mice displayed greater anxiety-like behavior on these measures at middle and old ages versus WT Cre littermates (Fig. 1 *C* and *D*). In the light/dark box, young and middle-aged EC-K4KO mice made fewer entries and spent less time in the light zone than WT Cre littermates (Fig. 1 *E* and *F*). Middle-aged WT Cre mice also spent less time in the light zone than young WT Cre mice (Fig. 1 *E* and *F*).

Cognitive testing showed no impairment in young EC-K4KO mice in the Morris water maze (27) (Fig. 1 *G* and *H* and *SI Appendix*, Fig. S2*D*). Middle-aged male EC-K4KO mice exhibited significant spatial learning and memory deficits versus WT Cre littermates, while females trended similarly but did not reach significance (Fig. 1 *I* and *J*). Swim speeds were comparable across groups (*SI Appendix*, Fig. S2 *E* and *G*). Although platform crossings differed at middle age (Fig. 1*J*), time in the target zone did not (*SI Appendix*, Fig. S2*F*). For older mice, we used the Barnes maze (28) to eliminate challenges of swimming. Male and female EC-K4KO mice showed impaired learning and memory versus WT Cre littermates (Fig. 1 *K* and *L* and *SI Appendix*, Fig. S2*H*), with no travel speed differences (*SI Appendix*, Fig. S2*I*).

In summary, EC KLF4 deletion accelerates age-associated deficits in motor coordination, anxiety regulation, and hippocampal-dependent cognition.

### EC KLF4 Loss Accelerates BBB Deterioration and Neurovascular Dysfunction.

Because ECs maintain the BBB, we assessed whether cognitive deficits in EC-K4KO mice were associated with accelerated BBB and neurovascular decline using in vivo two-photon microscopy to measure arteriolar and capillary function, tracer leakage, and ultrastructure. Basal arteriolar diameter was unchanged in young EC-K4KO mice versus WT Cre littermates (Fig. 2 *A* and *C*). Hind limb stimulation produced robust arteriolar dilation in WT Cre mice that was markedly attenuated in young EC-K4KO mice (Fig. 2 *B* and *D*), indicating impaired neurovascular coupling. Middle-aged EC-K4KO mice similarly showed reduced stimulus-evoked arteriolar dilation with unchanged basal diameter (Fig. 2 *F*–*I*). Time to half-maximal dilation was comparable across groups (Fig. 2 *E* and *J*), consistent with reduced maximal dilatory capacity after KLF4 loss.

**Fig. 2.**
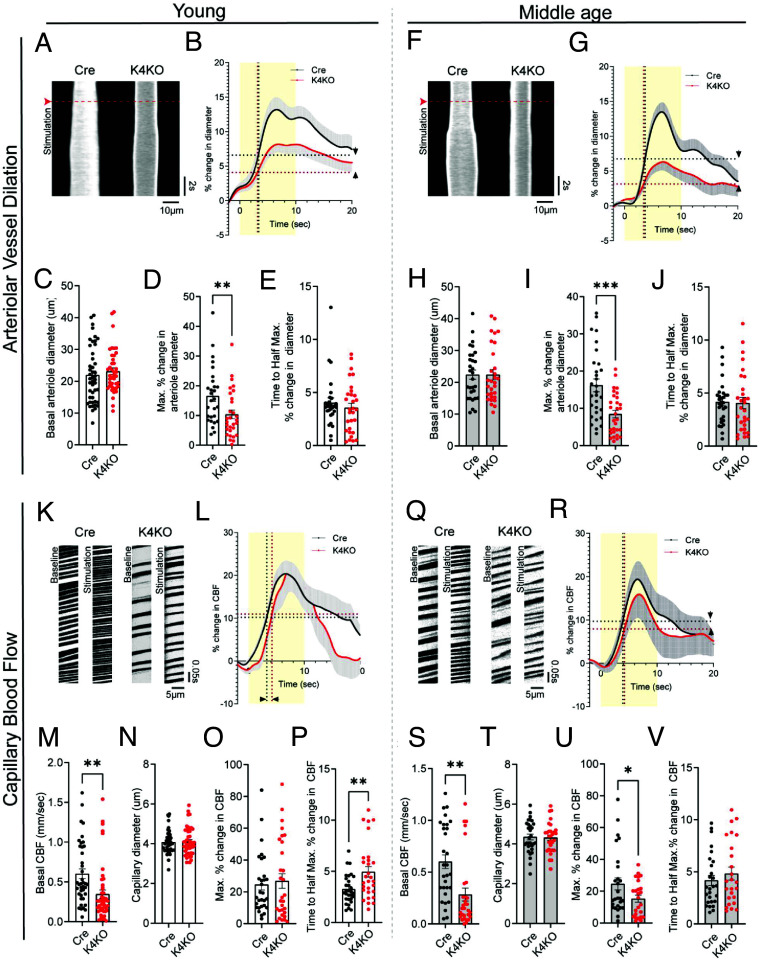
EC KLF4 depletion accelerates neurovascular dysfunction. (*A* and *B*) Representative two-photon line-scan images and average time course of arteriolar dilation before and after hind limb stimulation in young EC-K4KO and WT Cre littermates (n = 30 arterioles/5 mice for young EC-K4KO mice and 28 arterioles/4mice for young WT Cre littermates). The red dashed line in (*A*) indicates the start of stimulation. The yellow highlighted section in (*B*) indicates the entire 10 s stimulation duration. Horizontal red (EC-K4KO) and black (WT Cre littermates) dashed lines indicate half-max vasodilation, and vertical red (E-K4KO) and black (WT Cre littermates) dashed lines indicate time to half-max vasodilation. Arrowheads indicate decrease in half-max vasodilation. (*C*) Basal arteriolar diameter was not different between groups. (*D*) Maximum % change in arteriolar diameter in response to stimulation was significantly reduced in young EC-K4KO mice. (*E*) Time to half maximum % change in diameter was not different between groups. (*F* and *J*) Representative two-photon line-scan images (*F*) and average time course of arteriolar dilation (*G*) before and after hind limb stimulation in middle-aged WT Cre and middle-aged EC K4KO (n = 30 arterioles for each of 4 mice for middle-aged EC-K4KO and WT Cre littermates). Maximum % change in arteriolar diameter in response to stimulation was reduced in middle-aged EC-K4KO mice (*I*) without any difference in basal arteriolar diameter (*H*) or time to half maximum % change in diameter (*J*), compared to WT Cre littermates. Representative two-photon line-scan images (*K*) and average time course of capillary blood flow (CBF) (*L*) during baseline and after hind limb stimulation in young EC-K4KO and WT Cre littermates (n = 30 capillaries from each of 4 mice). In (*L*), the yellow highlighted section indicates the entire 10 s stimulation duration, horizontal black (WT Cre) and red (EC-K4KO) dashed lines indicate half-max increase in CBF, vertical black (WT Cre) and red (EC-K4KO) dashed lines indicate time to half-max CBF, and arrowheads indicate decrease in half-max CBF. Basal CBF (*M*) is reduced in young EC-K4KO mice, while capillary diameter (*N*) is the same between groups. Maximum % change in CBF (*O*) was the same between groups while the time to half maximum % change in CBF (*P*) was slower in young EC-K4KO mice. Representative two-photon line-scan images (*Q*) and average time course of capillary blood flow (*R*) during baseline and after hind limb stimulation in middle-aged EC-K4KO and WT Cre littermates (n = 25 capillaries from each of 4 EC-K4KO mice and n = 27 capillaries from each of 4 WT Cre littermates). Basal CBF (*S*) remained slower in middle-aged EC-K4KO mice without any difference in capillary diameter (*T*) or time to half maximum % change in CBF (*V*). (*U*) Middle-aged EC-K4KO mice showed a reduced maximum % change in CBF. Data are average (±SEM). Data points represent individual blood vessels with red closed circles for EC-K4KO mice and black filled circles for their WT Cre littermates. Significance was tested using two-tailed *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Because microvascular responses drive upstream vasodilation (1), we examined neurovascular responses in capillaries (< 6 µm in diameter). Young and middle-aged EC-K4KO mice had lower baseline capillary blood flow (CBF) than WT Cre littermates (Fig. 2 *K*, *M*, *Q*, and *S*). Young EC-K4KO mice achieved a similar percent increase in activity-induced CBF as WT Cre littermates but with delayed kinetics (Fig. 2 *K*–*P*). Middle-aged EC-K4KO mice showed further impairment with a reduced activity-induced percent increase, while time to half-maximal CBF was unchanged (Fig. 2 *Q–V*).

We assessed BBB permeability with retro-orbitally injected 3kD fluorescent dextran and two-photon microscopy. This assay indicates advanced structural BBB disruption capable of permitting entry of plasma proteins, large molecules, and immune cells into the brain parenchyma. This contrasts with lower molecular weight tracers, which more sensitively detect early or mild BBB disruption, for example in response to subtle tight junction loosening or increased EC transcytosis. No parenchymal dextran accumulation occurred in young mice of either genotype (Fig. 3 *A*–*C*). By middle age, EC-K4KO mice showed significantly greater parenchymal dextran accumulation than WT Cre littermates, indicating increased BBB leakage (Fig. 3 *D*–*F*). Whole brain biochemical assays confirmed an elevated BBB permeability index in EC-K4KO mice at middle and old ages (Fig. 3 *G* and *H*). Histology of old mice revealed increased parenchymal fibrin and IgG in EC-K4KO brains (Fig. 3 *I*–*K*).

**Fig. 3.**
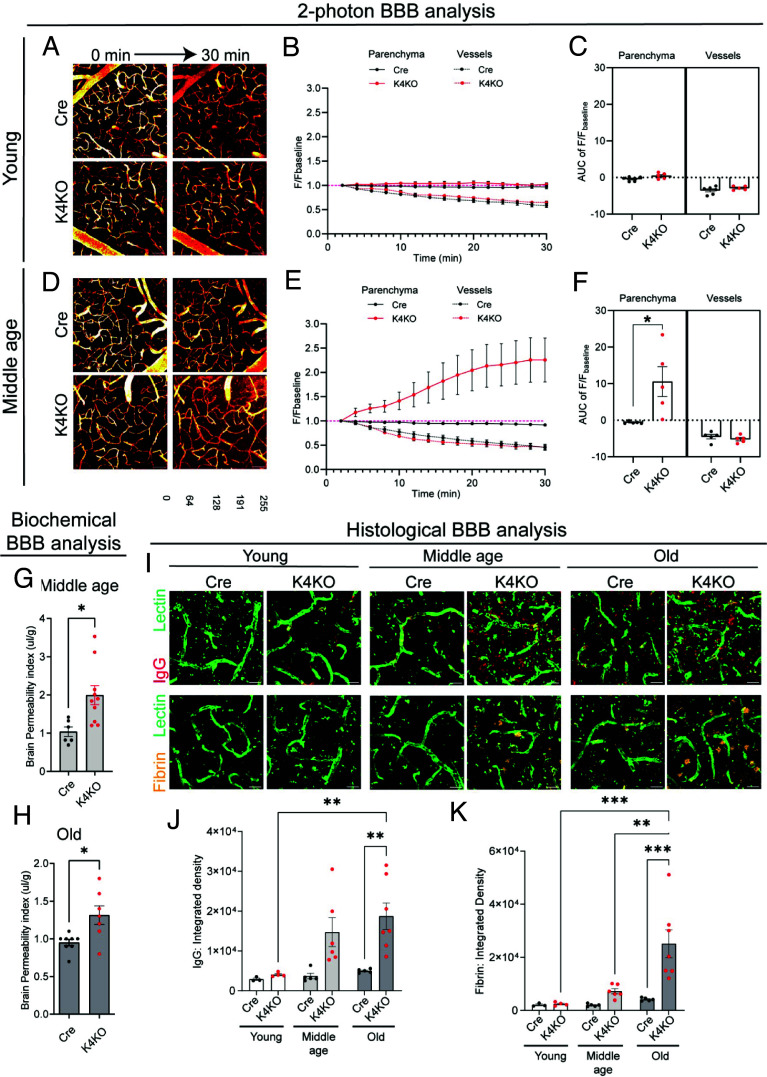
EC KLF4 depletion disrupts the BBB after middle-age. (*A* and *D*) Representative two-photon z-projection images from the same field of view 2 and 30 min after retro-orbital injection of 3kD fluorescent-dextran in young (*A*) and middle-aged (*D*) EC-K4KO and WT Cre littermate mice. Average time course of change in parenchymal and vessel fluorescent intensity shows no increase in parenchymal fluorescence in young EC-K4KO or WT Cre littermate mice (*B*). There is a robust increase in parenchymal fluorescent intensity in middle-aged EC-K4KO mice compared to WT Cre littermates (*D* and *E*). All groups showed an equivalent decrease in signal intensity over time. (*C* and *F*) Area under the curve (AUC) was calculated from the time course data showing significant parenchymal accumulation of 3kD fluorescent-dextran in middle-aged EC-K4KO mice. BBB permeability to 3kD fluorescent-dextran was measured using a biochemical assay in middle-aged (*G*) and old (*H*) mice. (*I*) BBB permeability to endogenous plasma proteins, IgG (red, *Top* row), and fibrin (orange, *Bottom* row), was measured using immunohistochemical assay. Lectin (green) was used to stain blood vessels. Representative images and quantified data are from the mouse cortex. Cortical parenchymal IgG (*J*) and fibrin (*K*) levels are significantly increased with age in EC-K4KO mice and significantly increased in old EC-K4KO mice compared to WT Cre littermates. Data shown are average (±SEM). Data points represent individual animals with black filled circles as WT Cre and red closed circles as EC-K4KO. Significance was tested using two-tailed *t* test for panels *C*, *F*, *G*, and *H* and one-way ANOVA and Bonferroni post hoc analysis for panels *J* and *K*. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Transmission electron microscopy across ages showed progressive BBB structural deterioration in EC-K4KO mice versus WT Cre littermates. Astrocytic endfeet swelling was more frequent in EC-K4KO mice relative to WT Cre littermates at young, middle, and old ages, and capillary breaks that were observed in old EC-K4KO mice were absent in WT Cre littermates (*SI Appendix*, Fig. S3 *A* and *B*). Middle-aged EC-K4KO mice also had reduced claudin 5 expression, with no change in ZO-1 or occludin (*SI Appendix*, Fig. S3 *C* and *D*).

Thus, EC KLF4 depletion impairs neurovascular coupling, reduces capillary perfusion, increases BBB permeability, and accelerates progressive BBB structural damage, demonstrating that EC KLF4 is required to preserve neurovascular and barrier integrity with age.

### EC KLF4 Loss Accelerates Neuroinflammation and Oxidative Brain Damage.

Given age-associated increases in neuroinflammation (29–31), we tested whether this was accelerated in EC-K4KO mice. Ionized calcium-binding adaptor molecule 1 (IBA1) labeling, a marker of microglial morphology and activation (32), showed increased IBA1-positive area in the cortex and hippocampus of middle-aged and old EC-K4KO mice versus WT Cre littermates (Fig. 4 *A*–*F*). Costaining for CD68, a microglial phagocytic marker that rises with age (14, 33, 34), revealed a greater proportion of IBA1+ cells that were CD68+ in middle-aged and old EC-K4KO mice (Fig. 4 *A*–*F*), indicating acceleration of aging-related microglial activation. Old WT Cre mice showed increased Cd68+:Iba1+ microglia versus young WT Cre mice (Fig. 4 *A*, *B*, and *F*).

**Fig. 4.**
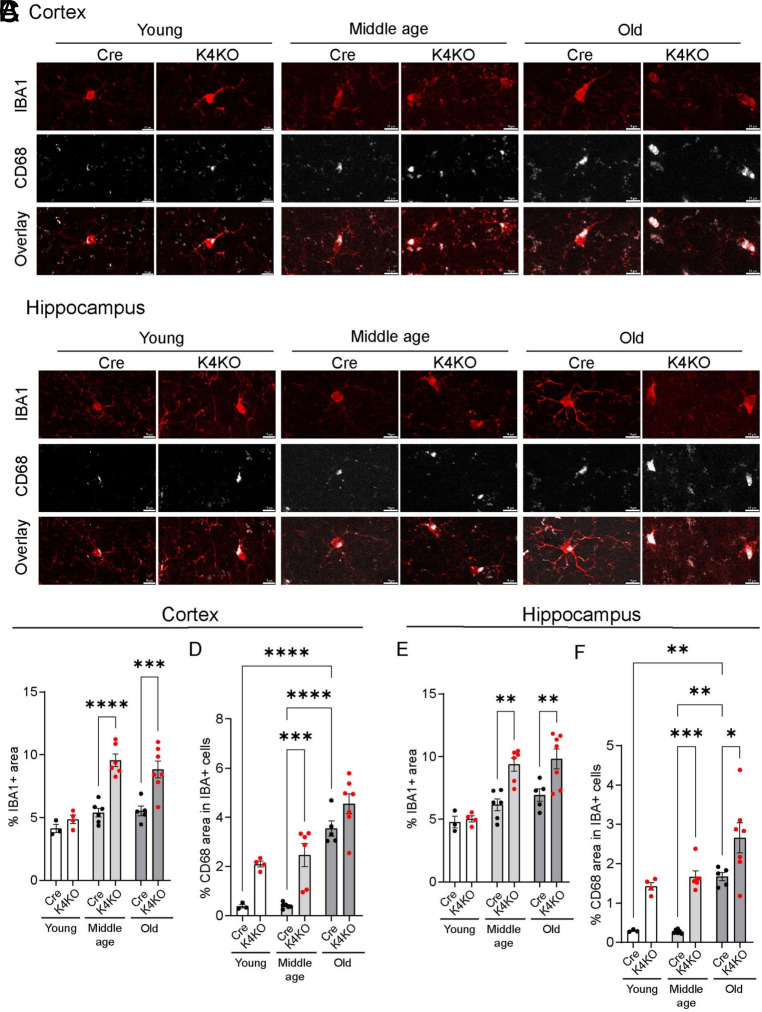
EC KLF4 depletion accelerates neuroinflammation, (*A* and *B*) Immune activation was measured using immunohistochemical staining for IBA1 (red) and CD68 (white) in the cortex (*A*) and hippocampus (*B*). (*C*–*F*) Quantification of % IBA1 area (*C* and *E*) and % CD68 area in IBA1+ cells (*D* and *F*) show increased immune activation in the cortex and hippocampus of middle-aged EC-K4KO mice. Old WT Cre mice also show increased %CD68 in IBA1+ cells (*D* and *F*), compared to young WT Cre. Data are average (±SEM). Data points represent individual animals with black filled circles as WT Cre and red closed circles as EC-K4KO. Significance was tested using one-Way ANOVA and Bonferroni post hoc analysis. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Neuroinflammation combined with BBB compromise promotes oxidative damage (35), and aging correlates with reduced antioxidant defenses (36–43). The brain’s high oxygen consumption and lipid-rich neuronal membranes make it especially vulnerable to lipid peroxidation (44), resulting in increased levels of aldehyde 4-hydroxy-2-nonenal (4-HNE), a marker of lipid peroxidation that accumulates with brain aging (45–47). We observed elevated cortical 4-HNE in old WT Cre mice versus middle-aged WT Cre mice, and progressively higher 4-HNE in EC-K4KO mice compared with WT Cre littermates at middle and old ages (*SI Appendix*, Fig. S4 *A* and *E*). Similar increases occurred in CA3 and dentate gyrus (DG) of middle-aged EC-K4KO mice (Fig. 3 *B* and *F*).

Nitrosative stress, assessed by measuring levels of the 3-nitrotyrosine (3-NT) aging-associated protein modification (48–55), rose in old WT Cre mice versus middle-aged WT Cre mice and increased progressively in EC-K4KO mice relative to WT Cre littermates across all ages (*SI Appendix*, Fig. S4 *C* and *G*). Middle-aged EC-K4KO mice showed elevated 3-NT in CA3 and DG relative to WT Cre littermates (Fig. 3 *D* and *H*).

Collectively, our results show that EC KLF4 loss accelerates aging-related BBB deterioration, microglial activation, and oxidative/nitrosative damage.

### EC KLF4 Loss Accelerates Microvascular Loss and Axonal Degeneration.

Because the BBB supports vascular and neuronal integrity, we examined microvascular and axonal changes following endothelial KLF4 depletion. Immunostaining for CD31 (endothelium) and CD13 (pericytes) showed age-related reductions in total capillary length and pericyte number in WT Cre mice in the cortex (Fig. 5 *A*–*D*) and hippocampus (*SI Appendix*, Fig. S5 *A–D*). The hippocampus was affected earlier, with middle-aged WT Cre mice showing reductions versus young controls (*SI Appendix*, Fig. S5 *B* and *C*), consistent with reported hippocampal vulnerability (56–59).

**Fig. 5.**
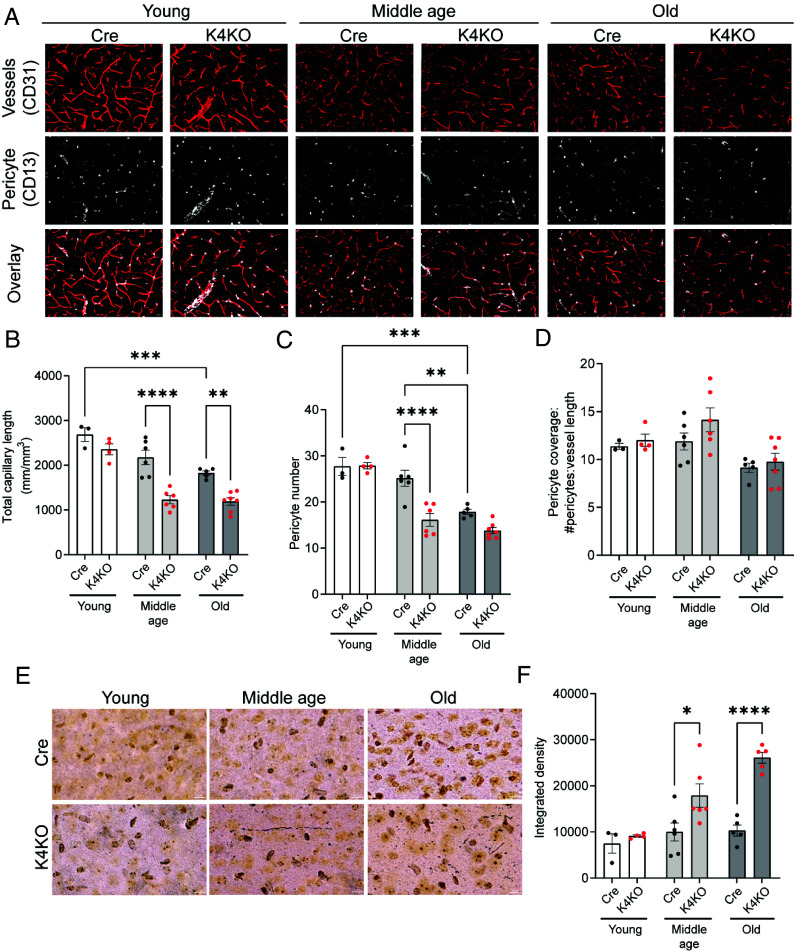
EC KLF4 depletion causes vessel loss and axonal degeneration in the cortex beginning at middle-age. (*A*) Vessel health was measured using immunohistochemical staining for endothelial cell marker (CD31, red) and pericyte marker (CD13, white). Representative images and quantified data are from the mouse cortex. (*B*) Reduction in total capillary length is seen with age in WT Cre littermates (old WT Cre vs young WT Cre), while loss of EC KLF4 significantly reduces vessel length by middle-age (middle-aged EC-K4KO vs middle-aged WT Cre littermate), which is sustained through old-age (old EC-K4KO vs old WT Cre littermate). (*C*) Reduction in pericyte number is seen analogous to reduction in capillary length. (*D*) Pericyte coverage of capillaries does not change in any group. (*E* and *F*) Axonal degeneration was measured by silver staining in each group. Representative images and quantified data are from the mouse cortex. A significant increase in axonal degeneration, as quantified by integrated density of silver deposits, is seen in middle-aged and old K4KO mice, relative to Cre littermates. Data are average (±SEM). Data points represent individual animals with black filled circles as Cre and red closed circles as K4KO. Significance was tested using One-Way ANOVA and Bonferroni post hoc analysis. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

In the WT Cre cortex, pericyte coverage of CD31+ vessels did not change with age but decreased in the hippocampus of old WT Cre mice (*SI Appendix*, Fig. S5*D*). EC-K4KO mice showed accelerated microvessel degeneration with decreased capillary length in the cortex (Fig. 5 *A* and *B*) and hippocampus (*SI Appendix*, Fig. S5 *A* and *B*) beginning at middle age and progressing into old age. Total pericyte number and pericyte coverage were not further reduced in EC-K4KO mice (Fig. 5 *C* and *D* and *SI Appendix*, Fig. S5 *C* and *D*).

Silver staining revealed increased axonal degeneration in middle-aged and old EC-K4KO mice versus WT Cre littermates, quantified by higher integrated density of silver deposits (Fig. 5 *E* and *F* and *SI Appendix*, Fig. S5 *E* and *F*). Thus, EC KLF4 deficiency accelerates age-related microvascular loss and axonal degeneration, pathologies that impair cognition independently of neuronal cell death (60–64).

### EC KLF4 Loss Alters the Brain Transcriptomic Landscape.

To define molecular mechanisms, we performed single cell RNA sequencing on young and old brains. Unsupervised clustering identified major brain cell types, including microglia, neutrophils, ECs, pericytes, astrocytes, oligodendrocytes, and mural cells (Fig. 6*A*, *B*). Neutrophil abundance was moderately but consistently increased in EC-K4KO brains at both ages, consistent with increased peripheral immune cell surveillance and potential parenchymal infiltration secondary to endothelial dysfunction.

**Fig. 6.**
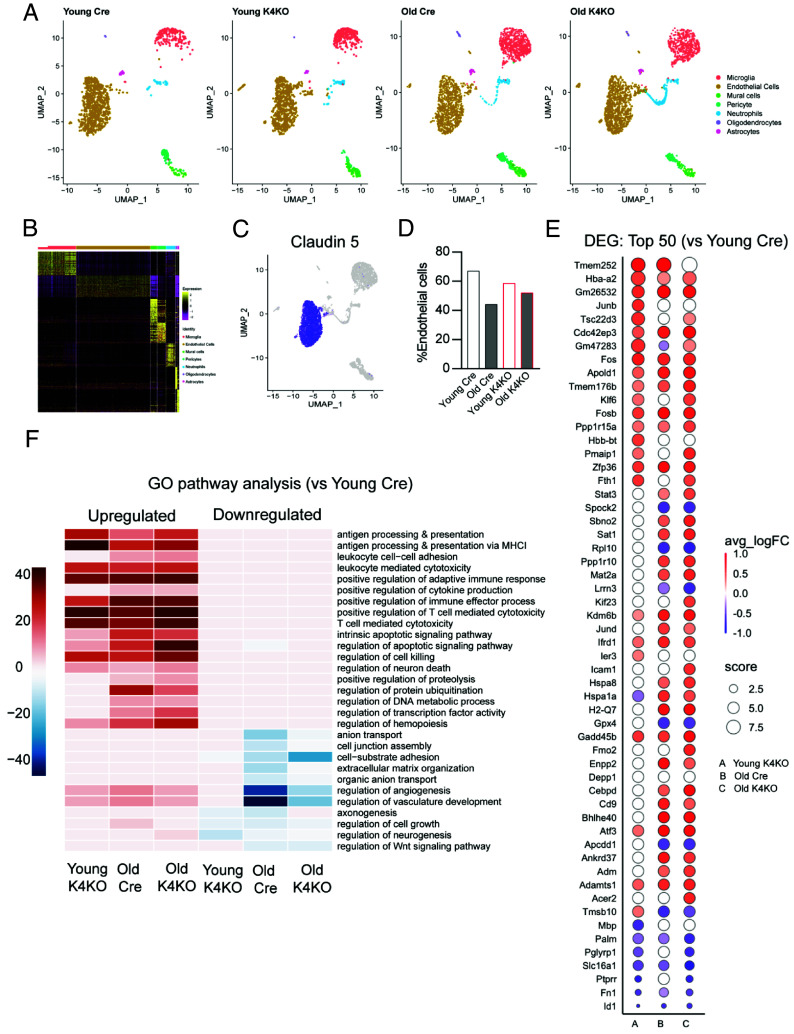
EC KLF4 depletion causes young EC-K4KO brain cells to develop an old-age transcriptional profile. (*A*) Uniform manifold approximation and projection for dimension reduction (UMAP) and unsupervised clustering analysis using Seurat pipeline identified seven distinct cell populations (endothelial cells, microglia, mural cells, pericytes, neutrophils, oligodendrocytes, astrocytes) from the total of 7398 cells (young WT Cre = 1,285 cells, young EC-K4KO = 1,358 cells, old WT Cre = 2,506 cells, old EC-K4KO = 2,249 cells). (*B*) Heatmap of the top 50 most enriched genes for each cell type identified by unbiased whole transcriptome clustering. (*C*) FeaturePlot depicting claudin 5 gene expression on UMAP is specific for the cluster identified as endothelial cells. (*D*) Comparison of percent of endothelial cells isolated from each group. (*E*) Dotted heatmap of top 50 DEGs expressed in endothelial cells in each group (compared to young WT Cre) ranked by the avg_logFC values. Color indicates the average logFC of the group (A: young EC-K4KO, B: old WT Cre, C: old EC-K4KO) in comparison to young WT Cre, while the dot size represents degree of statistical significance. (*F*) Gene ontology (GO) analyses with DEGs in endothelial cells from each group comparison shown in (*E*) showing the top 30 upregulated and downregulated biological process (BP) GO terms.

We focused on the claudin 5 positive EC cluster, enriched for BBB-forming ECs and the largest EC subpopulation (Fig. 6*C*). Comparing the top 50 differentially expressed genes (DEGs) in this cluster from young EC-K4KO, old WT Cre, and old EC-K4KO (each compared to young WT Cre) revealed overlapping transcriptional changes (Fig. 6 *D* and *E*), indicating that EC KLF4 loss recapitulates aspects of the aged EC transcriptome. Pathway analysis of these DEGs showed upregulation of immune response and cell death pathways and downregulation of vascular and barrier integrity pathways (Fig. 6*F*). Thus, EC KLF4 deficiency drives a shift in BBB EC transcription toward an inflamed, degenerative state that mirrors aging.

### EC KLF4 Loss Alters Chromatin Accessibility and Transcription.

Single-cell transcriptomics indicated that ECs from young EC-K4KO mice adopt an aged-like program, suggesting an epigenetic component, and KLF4 has known roles in chromatin remodeling (65–67). We therefore performed genome-wide Omni-ATAC (assay for transposase-accessible chromatin using sequencing) (68) on purified brain EC nuclei. Principal component analysis (PCA) confirmed replicate consistency (Fig. 7*A*) and read-occupancy across protein-coding genes is summarized in Fig. 7*B*.

**Fig. 7.**
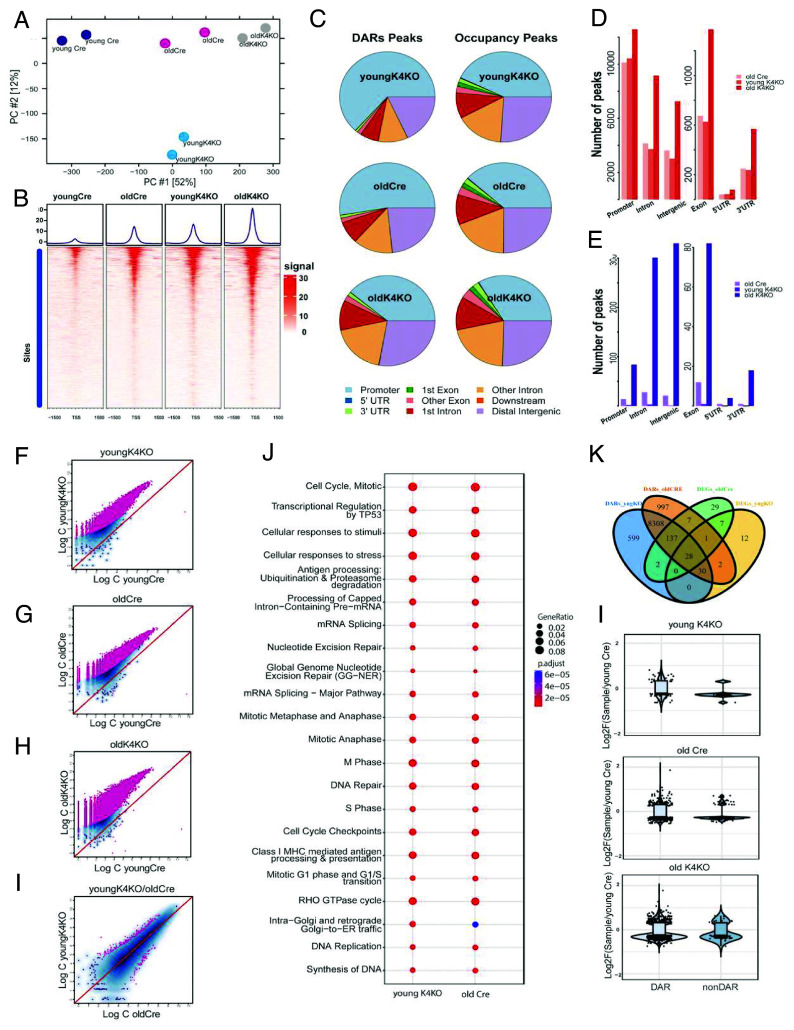
EC KLF4 depletion causes the young EC-K4KO brain to develop an old-age chromatin accessibility and transcription profile. (*A*) PCA plot of normalized sequence counts from ATAC-seq, with each colored circle representing biological replicates of four groups labeled as young WT Cre, old WT Cre, young EC-K4KO, and old EC-K4KO. (*B*) Heat maps of normalized sequence tags mapped with respect to transcription start site (TSS) (1.5 kb region) of all annotated protein coding gene conditions as mentioned in (*A*). (*C*) genomic features of regions that require chromatin accessibility (DA regions, ATAC-seq) (*D* and *E*). The distribution of differentially accessible regions (DARs) in different genomic coordinates: (*D*) depleted DARs and (*E*) enriched DARs. (*F*–*H*) Differential accessibility (DA) analysis of ATAC-seq from young WT Cre versus old WT Cre and young/old EC-K4KO. Blue dots indicate non-DA sites. Pink dots indicate significant (FDR < 0.001) differential peaks normalized to young WT Cre identified by DiffBind (DESeq2) (DA peaks). (*I*) DA analysis of peaks from old WT Cre and young EC-K4KO. The number of peaks and representative genes in each class is noted on the plot. (*J*) Dot plot of top 20 shared enriched GO terms of pathway for both DARs young K4KO and old Cre. (*K*) Venn diagram showing overlap peaks from DARs and DEG. (*L*) Violin plot comparing DEG to DA and non-DA of young WT Cre vs old WT Cre, with young and old EC-K4KO ranked by logFC values.

We identified DARs of chromatin encompassing all classes of cis-regulatory elements (including promoters, enhancers, and insulators) across old WT Cre, young EC-K4KO, and old EC-K4KO mice (all compared to young WT Cre). Most DARs in old WT Cre and young EC-K4KO mapped to promoters and distal intergenic regions (Fig. 7*C*). Regions with increased accessibility corresponded to upregulated genes and decreased accessibility matched downregulated genes relative to young WT Cre littermates (Fig. 7 *D* and *E*).

Both old WT Cre and young EC-K4KO mice showed similarly enriched DARs primarily in promoters and distal intergenic regions. DA analysis of ATAC seq comparing young WT Cre to old WT Cre, old EC-K4KO, and young EC-K4KO mice (Fig. 7 *F*–*H*) revealed fewer (indicated by blue dots) and more significant (FDR<0.001; indicated by pink dots) non-DA sites, normalized to young WT Cre and identified by DiffBind (DeSeq2). However, DA analysis between old WT Cre and young EC-K4KO mice revealed significant overlapping regions, indicating that EC KLF4 loss recapitulates chromatin changes seen with aging (Fig. 7*I*).

Pathway enrichment analysis for overlapping genes highlighted stress- and senescence-related pathways, including TP53 transcriptional regulation, cellular stress response, and cell cycle checkpoints (Fig. 7*J*). Integrating DARs with RNA-seq DEGs identified 173 genes overlapping with old WT Cre DARs and 61 genes overlapping with young EC-K4KO DARs (Fig. 7*K*). A violin plot comparing the different groups showed that most DEGs overlapped with DA regions (Fig. 7*L*), indicating the EC KLF4 loss recapitulates aging-associated chromatin changes.

Thus, EC KLF4 deficiency in young mice induces chromatin remodeling and transcriptional reprogramming that mirror aging, enriching stress- and senescence-associated pathways and linking DARs to corresponding DEGs (Fig. 8*A*). Importantly, these corresponded to relative levels of key proteins quantified by immunohistochemical staining in ECs (GADD34, ADAMTS1, and MCT1) (*SI Appendix*, Fig. *S6 A–E*).

**Fig. 8.**
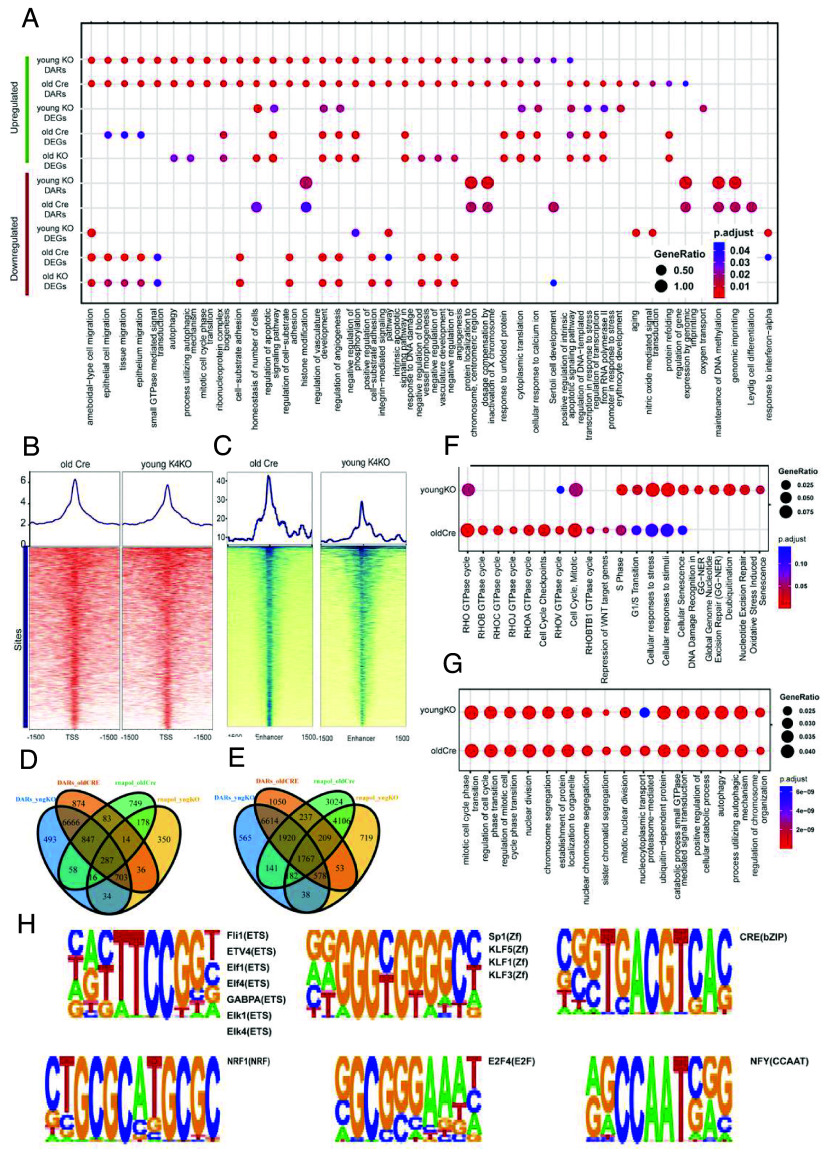
Integration of RNAseq with ATAC seq and ChIP seq in EC-K4KO brain cells. (*A*) Cluster dot plot of enriched GO terms for top 30 upregulated and downregulated biological processes for DEG and DAR of all the groups. (*B*) Heat maps of chromatin immunoprecipitation followed by sequencing reads of RNA PolII were plotted ±1,500 bp from the peak midpoint of TSS. (*C*) Venn diagram showing overlap peaks from RNA PolII ChIP Seq and DARs of ATAC seq from TSS. (*D*) Heat maps of chromatin immunoprecipitation followed by sequencing reads of RNA PolII were plotted ±1,500 bp from the peak midpoint of enhancers. (*E*) Venn diagram showing overlap peaks from RNA PolII ChIP Seq and DARs of ATAC seq from enhancer regions. (*F* and *G*) Cluster dot plot analysis by GO biological processes for common targets identified by integration of ChIP seq peaks to DAR peaks of young EC-K4KO and old WT Cre from TSS and enhancers, respectively. (*H*) common motif enrichment from RNA PolII ChIP Seq and DARs of ATAC seq.

### EC KLF4 Loss Alters Transcriptional Activity At Actively Transcribed Genes.

To validate RNA-seq and ATAC-seq, we performed chromatin immunoprecipitation sequencing for RNA polymerase II (Pol II) to profile active transcription. 

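RNA polymerase II (Pol II) chromatin immunoprecipitation sequencing was analysed here in 4 libraries, 2 from old WT Cre mice (20 to 23 mo) and 2 from young EC-K4KO mice (4 to 6 mo), each prepared according to the paper from 200000 sorted brain endothelial cells. Genotype and age differed together between the groups, and no young WT Cre or old EC-K4KO Pol II library was analysed here. The authors called peaks in each library separately, so the fold enrichment, pileup and q-value of a peak are the authors' own values and were used to describe, rank or filter peaks within a list. Between libraries, the pileup of the tallest peaks was compared as a share of the fragments of its own library, a combined p rule joined the p-values of replicates, and q-values ranked the genes found in 1 group alone. The peak caller counted 65734178 fragments in old WT Cre replicate 1, 27455452 in old WT Cre replicate 2, 35227929 in young EC-K4KO replicate 1 and 22705175 in young EC-K4KO replicate 2. The lists held 78851 and 39674 peaks for the old WT Cre replicates, a mean of 59262.5 ± 27702 (SD, n = 2), and 35638 and 235591 peaks for the young EC-K4KO replicates, a mean of 135614.5 ± 141388 (SD, n = 2). The difference in means was within the spread between replicates (two-sided exact permutation test, p = 1.0, where 2 libraries against 2 allow no p below 0.3333). Without young EC-K4KO replicate 2 the difference changed direction, to -23624.5 peaks. The library with the fewest fragments, young EC-K4KO replicate 2, held the most peaks. The median peak width was 222 and 203 bp in the old WT Cre replicates and 194 and 185 bp in the young EC-K4KO replicates.
At Klf4, the targeted gene (chromosome 4, 55527143 to 55532466 of mm10, minus strand), a peak within 1500 bp of a TSS was present in both young EC-K4KO libraries and in neither old WT Cre library. The summits of these peaks lay 995 and 1198 bp from the nearest Klf4 TSS, and their fold enrichments were 4.20 and 4.17. These peaks did not overlap. The peak of replicate 1 lay upstream of the gene (55533381 to 55533547) and that of replicate 2 within it (55531180 to 55531728). Peaks within the gene numbered 1 and 0 in the old WT Cre replicates and 0 and 3 in the young EC-K4KO replicates. With a window of 3000 bp, 3 of the 4 libraries had a peak near a Klf4 TSS, and at q of at most 1e-05 only 1 did. A Pol II peak near the promoter does not measure the Klf4 transcript, so it does not check the genotype labels.

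**Figure D1:**
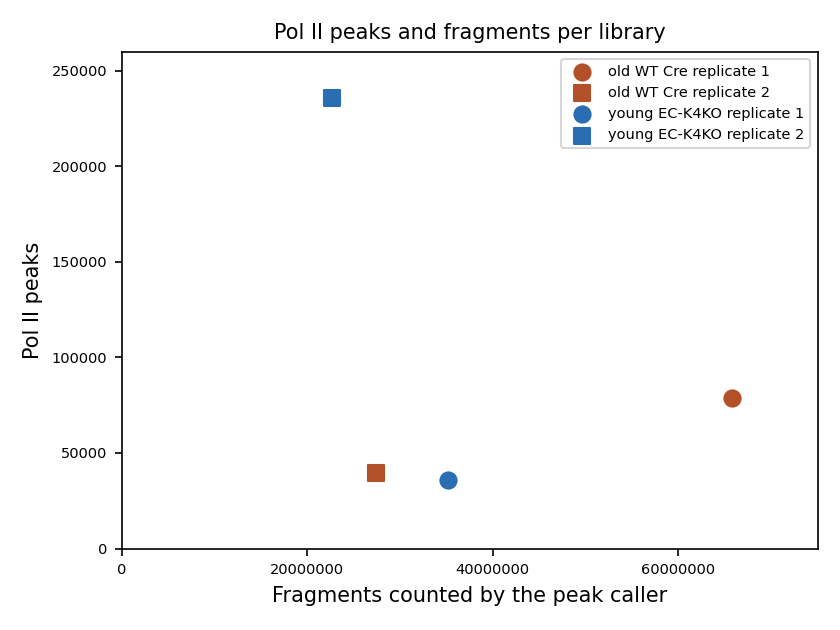
Number of Pol II peaks (vertical axis) against the number of fragments counted by the peak caller (horizontal axis), 1 point per library, with old WT Cre in brown, young EC-K4KO in blue, replicate 1 as circles and replicate 2 as squares. The library with 22705175 fragments has 235591 peaks, the most of the 4.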

We compared young EC-K4KO and old WT Cre groups. Genome-wide Pol II occupancy at TSS (Fig. 8*B*) and enhancer-distal regions (Fig. 8*C*) showed similar overall patterns between groups.

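Peak positions were compared between libraries by the Jaccard index, the bases that a pair of lists shares over the bases that either covers. The index was 0.0922 between the old WT Cre replicates and 0.0371 between the young EC-K4KO replicates, and it lay between 0.0531 and 0.0644 for the 4 pairs of libraries from different groups. Random placement of the peaks on their own chromosomes gave mean indices of 0.00417 to 0.00716 over 100 placements. The mean within groups exceeded the mean between groups by 0.00702 (one-sided exact permutation test over the 3 ways to split the libraries into pairs, p = 0.3333, the smallest this design allows), though another split gave -0.00986, larger in size. At q of at most 1e-05 the difference was 0.00312 and no longer the highest of the splits (exact permutation test, p = 0.6667). The difference changed direction without old WT Cre replicate 1 (-0.0219) or without old WT Cre replicate 2 (-0.0191). The index depends on the lengths of the lists, and the low value between the young EC-K4KO replicates goes with lists of very different length. With lists of equal length the mean within groups exceeded that between groups by 0.0141, the highest of the splits (exact permutation test, p = 0.3333). As a share of the peaks of the shorter list, the overlap was 26.3% between the old WT Cre replicates, 29.7% between the young EC-K4KO replicates, and 12.6 to 36.9% between groups.
Regions with a peak in both replicates of a group, overlapping by at least 1 bp, numbered 10323 in old WT Cre and 10437 in young EC-K4KO. A stricter list, with q of at most 1e-05, moved these counts to 4927 and 3508. Of the old WT Cre regions, 21.0% (95% exact Clopper-Pearson interval 20.2 to 21.8%) overlapped a young EC-K4KO region, against a mean of 1.79% by random placement. Regions within 1500 bp of the TSS of a protein-coding gene made up 12.3% of the old WT Cre regions (interval 11.6 to 12.9%) and 12.0% of the young EC-K4KO regions (interval 11.3 to 12.6%), where random placement gave means of 3.44% and 3.49%. In single libraries the share of peaks at TSS was 7.42% and 13.6% for the old WT Cre replicates and 6.40% and 8.53% for the young EC-K4KO replicates. With lists of equal length the share of regions at TSS was 10.3% in old WT Cre and 16.7% in young EC-K4KO, so the near equality of the groups depends on list length. Intervals and random placements cover counting error only, and the libraries, not the peaks, are the replicates.
The share of protein-coding TSS lying under a peak was highest 150 bp downstream of the TSS in both old WT Cre libraries, at 6.63% and 8.15%. It was highest 50 bp downstream in young EC-K4KO replicate 1, at 2.22%, and 100 bp downstream in young EC-K4KO replicate 2, at 26.5%.
Distal regions, more than 3000 bp from every annotated TSS, numbered 8047 in old WT Cre and 8070 in young EC-K4KO, a definition set here because the paper's text does not define its enhancer regions. Of the old WT Cre distal regions 21.85% overlapped a young EC-K4KO distal region, and of the young EC-K4KO distal regions 21.82% overlapped an old WT Cre one, against 2.12% and 2.15% by random placement. From heat maps of read density, the paper states that Pol II occupancy at TSS and at enhancer-distal regions had similar overall patterns in the groups (Fig. 8).

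**Figure D2:**
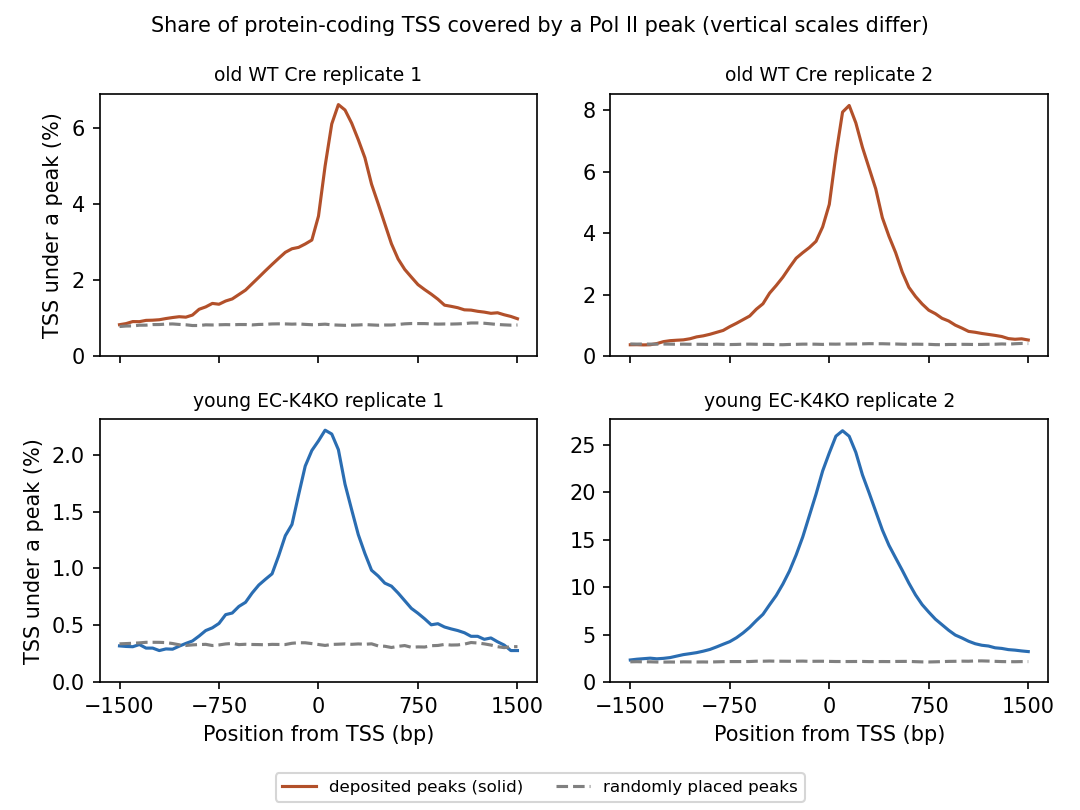
Share of 41446 protein-coding TSS that lie under a Pol II peak (percent, vertical axis, with a scale of its own in each panel) by position relative to the TSS (bp, horizontal axis, positive values downstream), 1 panel per library. Solid lines are the deposited peaks and dashed lines the mean of 10 random placements. Each solid line peaks between 50 and 150 bp downstream of the TSS.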

Integrating Pol II ChIP-seq with ATAC-seq DARs mapped transcriptional activity to accessible chromatin for ~70% of genes (Fig. 8 *D* and *E*). 

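Only the Pol II side of this integration is given, since the ATAC-seq regions were not analysed here. Of 21840 protein-coding genes, 5591 and 5348 had a peak within 1500 bp of a TSS in the old WT Cre replicates, 2329 in young EC-K4KO replicate 1 and 14756 in young EC-K4KO replicate 2. Both replicates had such a peak at 2209 genes in old WT Cre and at 2000 genes in young EC-K4KO, where independent replicates would share 1369 and 1574 genes. With all annotated genes in place of protein-coding ones, the counts were 3409 and 3518. The groups had 486 of these genes in common, 24.3% of the young EC-K4KO genes, against 202 expected by chance (odds ratio 3.38, p = 2.61e-84, two-sided Fisher's exact test across genes, which are not independent replicates). Without young EC-K4KO replicate 1, 91.3% of the old WT Cre genes were shared, because 67.6% of all protein-coding genes then counted as bound in young EC-K4KO. Distal regions had 4596 genes nearest to them in old WT Cre and 4442 in young EC-K4KO, of which 2466 were in common.
Among the genes whose proteins the paper measured in ECs, Ppp1r15a (GADD34) and Adamts1 each had a promoter peak in 1 library of each group, and at q of at most 1e-05 Ppp1r15a kept only the one in young EC-K4KO. Slc16a1 (MCT1) had one in both old WT Cre libraries and in young EC-K4KO replicate 2. Ocln, also named in the paper, had a promoter peak in all 4 libraries, with a fold enrichment of 4.32 and 9.80 in the old WT Cre replicates and of 6.06 and 7.23 in the young EC-K4KO replicates.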

GO enrichment of the overlapping gene set recapitulated the stress-, senescence-, and vascular integrity pathways identified in the DAR-DEG overlap (Fig. 8 *F* and *G*), reinforcing that EC KLF4 loss in young mice drives an aging-like transcriptional program.

Motif enrichment analysis of ATAC-seq and ChIP-seq revealed significant enrichment for ETS and zinc-finger family motifs in old WT Cre and young EC-K4KO samples (Fig. 8*H*), consistent with roles for these factors in endothelial regulation and cellular senescence (69).

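Motif matches were counted in windows of 200 bp centred on the summits of up to 20000 peaks of highest q rank per library, and compared with as many windows of matched GC content outside peaks (two-sided Fisher's exact test, Benjamini-Hochberg adjustment over 10 motifs and 4 libraries). ATAC-seq motifs were not analysed here. The ETS consensus ACTTCCGG occurred in 0.920% of the windows of young EC-K4KO replicate 2 and in 0.465% of its background windows, a ratio of 1.98 (adjusted p = 2.93e-07, Fisher's exact test). In the other 3 libraries the ratio was 0.908, 0.835 and 0.900, with no adjusted p below 0.295. The 0.900, in young EC-K4KO replicate 1, lay below all 20 further draws of background windows, whose ratios were 0.910 to 1.50 with a mean of 1.16, and 1 of these draws was called higher. The KLF/Sp zinc finger consensus GGGYGKGGC was less frequent at summits than in the background of all 4 libraries, with ratios of 0.753 and 0.713 in old WT Cre and 0.810 and 0.876 in young EC-K4KO and a largest adjusted p of 6.13e-03. Windows 1000 bp to either side of the summit, which are not matched in GC content, changed this direction. Against them KLF/Sp was more frequent in 4 of 4 libraries (ratios 2.18 to 4.12), and ETS likewise (ratios 2.45 to 6.03).
At summits within 1500 bp of a TSS, by the same exact test, the ETS ratio was 7.88 in young EC-K4KO replicate 2 (adjusted p = 1.59e-22), 2.62 in young EC-K4KO replicate 1 (adjusted p = 1.26e-02), 2.21 in old WT Cre replicate 2 (adjusted p = 1.69e-02) and 0.75 in old WT Cre replicate 1 (adjusted p = 7.87e-01). Over all summit windows, the CRE consensus was more frequent than in GC-matched windows in 4 of 4 libraries (ratios 1.93 to 2.96). The ratio of 2.23 in old WT Cre replicate 1 equalled the highest of 20 further draws of background windows. Their mean was 1.43, and 4 of them were called. At TSS summits CRE was called in 1 of 4 libraries. The NRF1 consensus was more frequent over all summit windows in 3 of 4 (ratios 2.25 to 7.50, and 2.00 in young EC-K4KO replicate 1, which was not called). The 7.50, in young EC-K4KO replicate 2, lay above all further draws of background windows for that library (2.88 to 6.82). Over 20 further draws of background windows, ETS was called higher in 1 or 2 libraries, NRF1 in 2 to 4 and CRE in 3 or 4, and KLF/Sp lower in 3 or 4. From motif analysis of ATAC-seq and ChIP-seq together, the paper reports ETS and zinc-finger family motifs as enriched in both groups and, citing earlier work, proposes that this fits roles of these factors in ECs and in senescence. The exact consensuses matched here cover only part of these families.

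**Figure D3:**
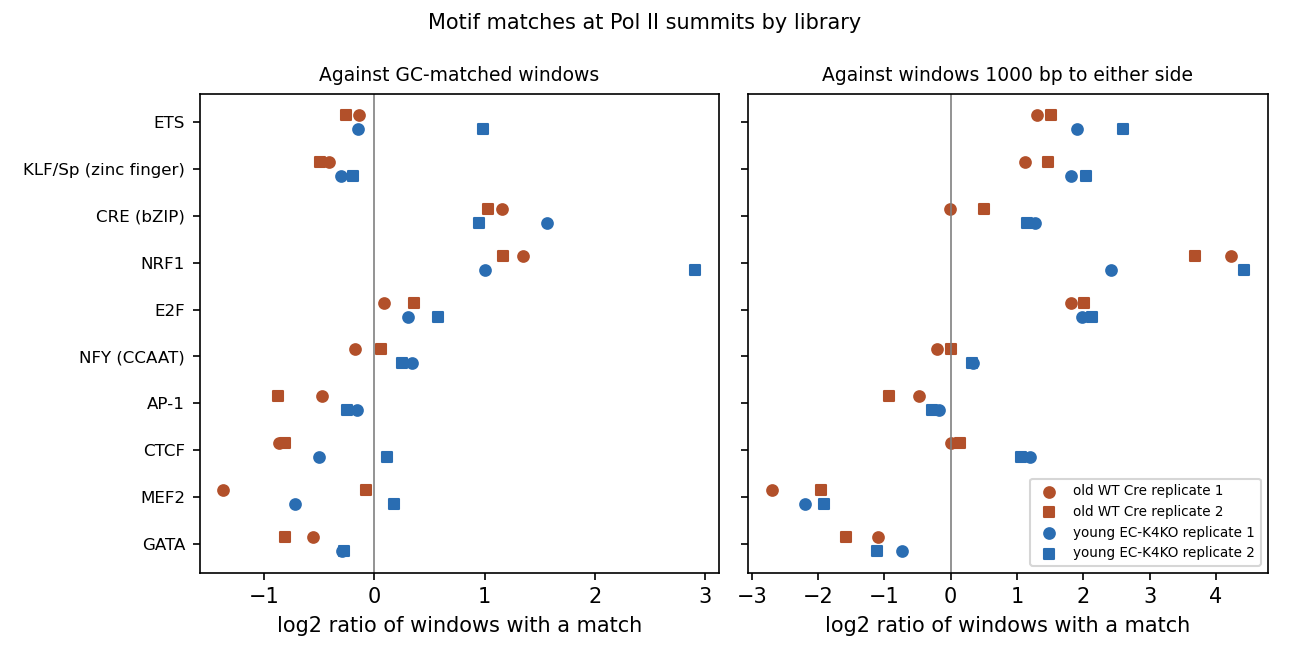
Log2 ratio of the share of summit windows with a motif match to the share of background windows (horizontal axes) for 10 motifs, 1 point per library, against GC-matched windows (left panel) and windows 1000 bp to either side (right panel). For KLF/Sp all 4 points lie below 0 on the left and above 0 on the right.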

## Discussion

Here, we identify EC KLF4 as a central regulator of microvascular integrity and brain health during aging. EC-specific KLF4 deletion was induced with tamoxifen (2 mg/25 g) and known side effects (local peritoneal irritation, weight loss, hepatotoxicity, reduced exploratory drive, bone marrow suppression) were controlled by treating control and experimental groups identically. We observed that EC KLF4 loss accelerates age-associated neurovascular dysfunction and BBB breakdown, producing neuroinflammation, oxidative and nitrosative damage, microvascular loss, axonal degeneration, and cognitive decline. These phenotypes coincide with a shift in brain EC chromatin accessibility and transcription toward stress-, immune-, and senescence-related programs that mirror the aged EC transcriptome.

Mechanistically, EC KLF4 loss upregulates inflammatory and oxidative stress genes while downregulating pathways required for BBB maintenance. This transcriptional reprogramming likely impairs barrier and vasoregulatory functions, promoting a feed-forward cycle of microglial activation and free radical-mediated neuronal injury. Integration of ATAC-seq, Pol II profiling, ChIP-seq, and RNA-seq links altered chromatin accessibility to active transcriptional changes, supporting a model in which KLF4 preserves endothelial homeostasis by repressing proinflammatory and senescent programs at the chromatin level.

These results extend the known protective roles of KLF family members in large-vessel endothelium to the microvasculature. Prior work showed that KLF2 and KLF4 support anti-inflammatory, anticoagulant endothelial phenotypes and protect against large vessel disease (atherosclerosis, stroke) (17, 70, 71). Combined endothelial loss of KLF2/KLF4 causes catastrophic microvascular failure (26). Here, we observed that single gene loss of EC KLF4 produces a subtler, progressive phenotype of accelerated vascular aging and dementia-relevant pathology. Given the contribution of microvascular dysfunction to systemic age-related disorders (kidney disease, heart failure, sarcopenia, ocular disease), preserving EC KLF4 may have therapeutic value beyond neurodegeneration.

We used an inducible, EC-targeted Cre line, so peripheral EC dysfunction may have contributed to the phenotype. Future studies using brain region-specific manipulations or targeted KLF4 reconstitution will clarify central versus peripheral contributions. Our findings align with recent human vascular single cell data that nominate KLF4, EP300, and MECOM as upstream regulators of Alzheimer’s-associated vascular gene programs (72). Notably, KLF4 and EP300 interact and have been implicated in aging (16, 73), suggesting a possible KLF4-EP300 cassette that governs vascular aging.

Vascular impairment is increasingly implicated in dementia, with current estimates suggesting that 15-30% of dementia cases are primarily vascular. We previously showed that restoring BBB integrity can restore brain health, halt axonal degeneration, and reverse cognitive deficits one year after TBI in mice (64), indicating the disease-modifying potential of EC-directed interventions. Additionally, KLF4 activity may also be modulated by gasotransmitters, such as nitric oxide (NO) and hydrogen sulfide (H_2_S), which act through S-nitrosylation (74–76) and S-sulfhydration (77–80), respectively. S-nitrosylation impairs KLF4 function (81), whereas S-sulfhydration appears protective (82), suggesting therapeutic opportunities to modulate KLF4 via posttranslational pathways.

In summary, EC KLF4 loss is sufficient to reproduce aging-like vascular and cognitive pathology, positioning KLF4 as a compelling therapeutic target to preserve microvascular health and mitigate age-associated cognitive decline. Further exploration of KLF4-centered strategies, including small molecules, posttranslational modulators, or gene-therapy, warrants investigation.

## Materials and Methods

Confirmation of brain endothelial cell–specific KLF4 elimination in mice, study design, details on animals used, behavioral analyses (rotarod, open field, light/dark box, Morris water maze, Barnes maze, forelimb grip strength), two-photon microscopy assessment of neurovascular function (cranial window preparation, arteriolar diameter and capillary blood flow measurement and analysis, BBB permeability measurement and analysis), biochemical dextran extravasation assay, BBB deterioration analysis using transmission electron microscopy, histological assays (immunohistochemistry, image acquisition and analysis, oxidative and nitrosative damage staining and analysis), western blot analysis, open chromatin structure from brain ECs by ATAC-seq and data analysis, RNA Pol II ChIP-seq and data analysis, ATAC-seq and scRNAseq data integration, ChIPseq and ATAC-seq data integration, and statistical analysis details are available in *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

## Data Availability

All sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE333394 (scRNA-seq) (83), GSE333395 (ATAC-seq) (84), and GSE333397 (RNA Pol II ChIP-seq) (85). All other study data are included in the article and/or supporting information.

# Supplementary material for: Endothelial KLF4 depletion drives age-related neurovascular dysfunction and neuropsychiatric impairment
**Source:** Proc Natl Acad Sci U S A. 2026 Jun 18;123(25):e2426990123. doi: 10.1073/pnas.2426990123
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

# Endothelial KLF4 depletion drives age-related neurovascular dysfunction and neuropsychiatric impairment

Matasha Dhar<sup>a,b,c,d,1</sup>, Edwin Vázquez-Rosa<sup>a,b,c,d,1</sup>, Kalyani Chaubey<sup>a,b,c,d</sup>, Emiko Miller<sup>a,b,c,d,f</sup>, Sofia G. Corella<sup>a,b,c,d</sup>, Suwarna Chakraborty<sup>e</sup>, Sunil Jamuna Tripathi<sup>e</sup>, Tapatee Das<sup>g</sup>, Xudong Liao<sup>g</sup>, Mohamed Alkassem Alosman<sup>g</sup>, Hua Fang<sup>a,b,c,d,h,i</sup>, Yeojung Koh<sup>a,b,c,d,j</sup>, Preethy S. Sridharan<sup>a,b,c,d,f</sup>, Kathryn Franke<sup>a,b,c,d</sup>, Coral J. Cintrón-Pérez<sup>a,b,c,d</sup>, Adrian A. Cintrón-Pérez<sup>a,b,c,d</sup>, Taylor Tomco<sup>a,b,c,d</sup>, Vidya Indrakumar<sup>a,b,c,d</sup>, Phoebe Rubin<sup>a,b,c,d,k</sup>, Justin G. Pieper<sup>a,b,c,d,l</sup>, Luke A. Ashiku<sup>a,b,c,d,m</sup>, Min-Kyoo Shin<sup>a,b,c,d,n</sup>, Xinmiao Tang<sup>o</sup>, Roshan Padmanabhan<sup>p</sup>, Hariprakash Haragopal<sup>q</sup>, Margaret E. Flanagan<sup>r,s,t</sup>, Rajan Jain<sup>u</sup>, Bradley D. Winters<sup>q</sup>, Brigid M. Wilson<sup>c,v</sup>, Bindu D. Paul<sup>e,w,x,y</sup>, Mukesh K. Jain<sup>z,\*</sup>, Andrew A. Pieper<sup>a,b,c,d,f,j,\*</sup>

<sup>1</sup>These authors contributed equally to this work.

## **This PDF file includes:**

Supporting text (Methods)

Figures S1 to S6

SI References

## **Methods**

### **Confirmation of brain endothelial cell-specific KLF4 elimination in mice**

Brain tissue was collected from adult mice after seven days of tamoxifen injection (2 mg/25 g), in accordance with institutional animal care and use guidelines. Dissected brains were minced and digested using an enzyme cocktail containing Liberase, hyaluronidase, and DNase to promote efficient dissociation. Mechanical processing was conducted with a gentleMACS dissociator (Miltenyi Biotec). Myelin and debris were removed to generate a purified single-cell suspension. Endothelial cells were enriched using CD31-conjugated magnetic microbeads (Miltenyi Biotec) following the manufacturer's recommendations. Magnetically retained CD31<sup>+</sup> cells were collected as the endothelial fraction and used immediately for downstream molecular assays. Purified endothelial cells were processed immediately for RNA and protein analysis. Total RNA was isolated using standard column-based extraction methods and quantified prior to cDNA synthesis. Gene expression was measured by quantitative PCR using validated primer sets and relative expression levels were determined using established normalization methods. For protein analysis, endothelial cell lysates were prepared using detergent-based extraction buffers. Equal

amounts of protein were separated by SDS–PAGE and transferred to membranes for immunoblotting. Membranes were probed with antibodies against endothelial markers and loading controls, followed by detection using standard chemiluminescent or fluorescence-based methods.

## **Animals**

Animal studies were conducted in accordance with animal care guidelines from the Institutional Animal Care Use Committee (IACUC) at Case Western Reserve University. Animal behavior studies were conducted at the Louis Stokes Cleveland VA Medical Center and approved by Louis Stokes Cleveland VA Medical Center Institutional Animal Care and Use Committee. Male and female endothelial-specific KLF4 knockout (VE-Cadherin Cre x Floxed KLF4) and VE-Cadherin Cre controls were used at specified ages. This mouse line is on the C57BL/6J background. To trigger endothelial-specific deletion of *Klf4* gene, 8 week-old mice were intraperitoneally injected with tamoxifen (100ul for 5 days) (MP Biomedicals). The animal housing facility is pathogen-free, with temperature and humidity controlled. Mice had ad libitum access to water and regular laboratory rodent chow and were exposed to a 12-hour light/dark cycle. Exact p values for each panel in each figure are included in Dataset S1.

## **Behavioral analysis**

Rotarod test: This test was conducted on RotaMax5 from Columbus instruments over 3 days. Day 1 started with a 1-minute habituation session on stationary rotarods followed by three 5-minute trials on non-accelerating rotarods rotating at 5 rpm. Day 2 consisted of three 5-minute trials on non-accelerating rotarods rotating at 5 rpm. Day 3 consisted of three 5-minute trials on accelerating rotarods, starting at 3 rpm and increasing in rotation speed every 20 seconds. Latency to fall from the accelerating rotarods was automatically measured by beam brake on RotaMax5.

Open field test: This test was conducted in an opaque box (40x40x35cm<sup>3</sup>, Stoelting Co.) placed on a raised surface (3-4 foot off the floor) with the camera mounted to the ceiling above the apparatus. Mouse behavior was recorded and analyzed using Any-maze video tracking software

(Stoelting Co.). Mice were allowed to explore the open field for 10 minutes. The apparatus was thoroughly cleaned between animals. Center zone was defined as the 10 cm<sup>2</sup> in the center of the field and the border zone was defined as the region 8 cm from the edge of the field. Entry in a zone was defined by forepaws crossing into the zone, while exit from a zone was defined by all four paws being out of the zone. Freezing was detected when a mouse remained in one position without motion detected by the software for 10s or greater.

Light/Dark Box test: This test was conducted in a box (40cm<sup>3</sup>, Stoelting Co.) placed on a raised surface (3-4 foot off the floor) with the camera mounted to the ceiling above the apparatus. Half of the box had transparent walls (light zone) while the other half had opaque walls and an opaque top (dark zone). Mouse behavior was recorded and analyzed using Any-maze video tracking software (Stoelting Co.). Mice were allowed to explore the light/dark box for 5 minutes. Entry in a zone was defined by forepaws crossing into the zone, while exit from a zone was defined by all four paws being out of the zone.

Morris Water Maze test: This test was conducted in a 128cm diameter tank filled with 19 cm of room temperature water (22 °C). A transparent submerged (~1.5 cm below water surface) platform (9cm diameter) was used to obscure the location of the platform, which was kept consistent over the four days of training. Four different and equally spaced visual cues with different shapes and colors were placed inside the tank. Each training day consisted of four trials per day (60s per trial) for four consecutive days. If the mouse did not find the platform within 60s it was gently placed on the platform for 20s before being removed from the apparatus. Upon removal, all mice were dried with paper towels and placed in the home cage. Inter-trial intervals were 30 minutes and the position of where the mouse was placed in the apparatus was changed for an animal per training day. During probe test on day 5, the platform was removed and each animal was monitored for 30s. Any-maze video tracking software (Stoelting Co.) was used to measure latency to find the hidden platform, platform crossing, time in target quadrant, and mean speed.

Barnes Maze test: This test was conducted on a gray circular platform (91 cm in diameter and 90 cm in height), with 20 equally spaced holes 5 cm in diameter along the perimeter (Stoelting Co.). One of these holes contained a recessed escape chamber located under the platform. Four different and equally-spaced visual cues with different shapes and colors were hung on a black circular curtain surrounding the maze. The training session consisted of four trials per day for four

consecutive days. In each trial, the mouse was gently released in the middle of the maze under the cylindrical chamber, and after 5s elapsed the covering chamber was lifted to allow the mouse to explore the maze. If a mouse failed to find the escape chamber within 120s, it was manually guided to the escape chamber and then allowed to stay in the chamber for 30s. Both the platform and the escape chamber were cleaned thoroughly between individual trials. On day 5, 24h after the last training day, the escape chamber was removed and mice were allowed to explore the maze for 120s. Total and primary latency were measured during training days, and latency to first nose pokes in escape hole and time spent in target quadrant were measured for memory test on the probe trial day. Any-maze video tracking software (Stoelting Co.) was used to acquire measurements.

Forelimb grip strength test: This test was conducted using a force meter attached to a small wire hanger. Mice were held by the base of the tail and allowed to grasp the wire hanger. A gentle tug to the tail nudges the mice to pull on the wire and the force generated was recorded as grip strength. Three trials were conducted per mouse on the same day.

## **Two-photon microscopy assessment of neurovascular function**

Cranial window preparation: Mice were deeply anesthetized using isoflurane and placed in a stereotaxic frame with continued anesthetic support. The surgical area above the skull was prepared using standard pre-operative procedures. The surgical site was numbed using 100ul of 1% lidocaine applied above the skin. Skin, fascia, and muscle above the craniotomy location were removed. Craniotomy was performed using a 0.5 mm drill bit attached to a dental drill. Care was taken to not put excessive pressure while drilling and the site was repeatedly washed with sterile saline to avoid overheating and to remove bone fragments. A 3 mm<sup>2</sup> portion of the skull centered above hindlimb somatosensory cortex (AP= -0.95mm, L= 1.5mm) was removed gently. The craniotomy was sealed with a sterile glass optical window pre-cut to fit just inside the craniotomy. The window was sealed to the skull using veterinary glue. The skull and the edge of the skin around the craniotomy were sealed with dental cement. An aluminum head plate (Narishige CF10 or CP-2) was glued to the dental cement. After surgery, animals were given a 5mg/kg dose of meloxicam subcutaneously and all standard post-operative care procedures were followed. Animals were allowed to recover for minimum of 2 weeks post-surgery before imaging.

Arteriolar diameter and capillary blood flow measurement and analysis: To acquire baseline and stimulus induced changes in neurovascular function, the method described in Kisler et al. (1) was followed. All imaging was performed under isoflurane anesthesia (1-2%). Animals were injected with 100ul of 70kD FITC -dextran (10mg/ml) retro-orbitally to label the blood plasma, allowing for imaging of the vasculature through the cranial window. Imaging was performed using an Olympus FVMPE-RS Multiphoton Laser Scanning microscope with a mode-locked Ti:sapphire laser (Insight X3 Dual with Deep See; Spectra Physics) set to 920nm and emission for FITC was collected by a 495-550 nm bandpass filter. Arteries were identified by their morphology, speed, and direction of blood flow. Arterioles emerging from these arteries with a diameter between 10-40 $\mu$ m and capillaries emerging from the arterioles with diameter less than 6 $\mu$ m were targeted for neurovascular imaging. For changes in arteriolar diameter, line scan perpendicular to the arteriole were acquired at the rate of 10Hz and 0.09 $\mu$ m/pixel resolution for the duration of 25s per vessel, with first 5s as baseline followed by 10s stimulation and then 10s of post-stimulus imaging. Imaging and stimulus delivery were coordinated by Digidata 1550 and pClamp software controlling a pulse-generator and microscope I/O box (FV-30 analog). Acquired images were converted to binary images using ImageJ thresholding and analyzed using a custom MATLAB script which counted the number of white pixels per line and converted it into diameter measurement per line. The diameter vs time data generated was further filtered via 1Hz low-pass filter, 0.5Hz notch filtered, and 1s sliding box filter within the MATLAB script to remove noise and breathing artifacts. For changes in capillary blood flow, line scan parallel to the blood flow within the vessel was acquired at the rate of 800Hz and 0.09 $\mu$ m/pixel resolution for the duration of 25s per vessel, with first 5s as baseline followed by 10s stimulation and then 10s of post-stimulus imaging. Acquired images were analyzed using previously published MATLAB script (2) to generate velocity vs time data which was further filtered via 1Hz low-pass filter, 0.5Hz notch filtered, and 1s sliding box filter we added to the previously published MATLAB script to remove noise and breathing artifacts. Hindlimb stimulation was performed by delivering a mild electrical pulse (10s, 10Hz, 2ms pulse duration) below the contralateral hind paw skin using fine subdermal needles (Spes medica LLC).

BBB permeability measurement and analysis: BBB permeability was measured by the method of Janiurek et al. (3). All imaging was performed under isoflurane anesthesia (1-2%). Animals were injected with 100ul of 3kD FITC -dextran (10mg/ml) retro-orbitally and immediately head fixed under the microscope for imaging. Four fields of view (FOV) (500 $\mu$ m<sup>2</sup>, 0.9 $\mu$ m/pixel) under the cranial window were selected for imaging and 100 $\mu$ m z-stack were acquired every 2 minutes from

each FOV over a 30 minute duration. Analysis was performed on 2D projection images using ImageJ. 20 ROIs within the vessels and 20 ROIs within the parenchyma were chosen per image to generate fluorescence intensity over time plots. Fluorescence intensity from the first image in the timeseries was used as baseline to generate change in fluorescence overtime data.

**Biochemical dextran extravasation assay:** For biochemical assessment of BBB permeability, mice were anesthetized with ketamine (100mg/kg) and xylazine (10mg/kg). After confirmation of anesthetic depth with toe pinch, mice were injected with 100ul of 3-kDa TMR dextran (1mg/ml, D3308; Invitrogen) retro-orbitally. Blood was then collected by cardiac draw 5 min after dextran injection and perfused with phosphate-buffered saline (PBS) for 5 min. After perfusion, brain tissue was collected and frozen for storage at -80°C. All tissue processing was conducted with protection from light to main TMR fluorescence. Brain was homogenized in 600ul PBS and fluorescent intensity was measured in homogenate using a Spectramax M2 microplate reader and normalized to fluorescent intensity from plasma samples collected from the same animals.

**BBB deterioration analysis using transmission electron microscopy:** Anesthetized mice were transcardially perfused with a fixative solution (1/4-strength Karnovsky's fixative) at a 10 ml/min flow rate for ten minutes. Brain tissues were fixed with 2.5% glutaraldehyde and 2% paraformaldehyde in 0.1 M HEPES buffer, pH 7.4 for two hours at room temperature. The brain tissue underwent a thorough rinse in 0.1 M phosphate buffer at pH 7.4, followed by a two-hour postfixation in an unbuffered 1:1 mixture of 2% osmium tetroxide and 3% potassium ferricyanide. After a rinse with distilled water, the brain tissue was immersed overnight in an acidified 0.25% uranyl acetate solution. Following another rinse with distilled water, the tissue underwent dehydration in increasing ethanol concentrations, was treated with propylene oxide, and was embedded in a mixture of EMbed 812 resin (Electron Microscopy Sciences, PA). Thin sections measuring 70 nm were sliced using an RMC MT6000-XL ultramicrotome and placed onto Gilder square 300 mesh nickel grids (Electron Microscopy Sciences, PA). Sections underwent staining with acidified uranyl acetate, followed by a modified version of Sato's triple lead stain. These were visualized with a FEI Tecnai Spirit (T12) equipped with a Gatan US4000 4kx4k CCD.

## Histological assays

Immunohistochemistry: Mice were anesthetized with ketamine (100mg/kg) and xylazine (10mg/kg). After confirmation of anesthetic depth with toe pinch, transcardiac perfusion was performed with cold PBS followed by 4% paraformaldehyde in PBS at pH 7.4. Brains were carefully removed and post-fixed in 4% paraformaldehyde for 24h followed by submergence in 30% sucrose in PBS for 48-72h at 4°C. Submerged brains were rapidly frozen in 2-methylbutane pre-cooled to -20°C with dry ice. Frozen brains were cut on a microtome at 40µm thickness coronally and sections were stored in cryoprotective solution (150mM Ethylene glycol, 100mM glycerol, 250mM PBS) at -20°C. For immunohistochemistry, sections were washed in PBS three-times for 5 min each. Blocking and permeabilization was performed simultaneously in 5% Normal donkey serum (NDS) and 5% bovine serum albumin (BSA) in 0.25% TritonX-100 in PBS (PBST) for 2h at room temperature. Sections were incubated in primary antibodies made in 1% NDA and 1%BSA in PBST for 1-2d at 4°C. After washing in PBS (3 times, 5min each), sections were incubated in appropriate mix of secondary antibodies made in 1% NDA and 1%BSA in PBST for 2h at room temperature. After washing in PBS, sections were mounted and coverslip in DAPI-fluoromount-G (Southern biotech). The primary antibodies and dilutions used were as follows: anti-fibrin (1:500, PA5-95397, Invitrogen), anti-Iba1 (1:500, 019-19741; Fujifilm Wako); anti-CD-68 (1:500, MCA1957GA, BioRad); anti-CD31 (1:100, 550274; BD Biosciences); anti-GADD34 (1:500, 10449-1-AP, Proteintech); anti-ADAMTS1 (1:500, 12749-1-AP, Proteintech), anti-MCT1 (1:500, 20139-1-AP, Proteintech), and anti-CD13 (1:200, AF2335, R&D systems). For IgG staining, anti-mouse Cy3 IgG was used with the secondary antibodies. For lectin staining, FITC-conjugated Lectin (1:500, FL-1171, Vector Labs) was used with the secondary antibodies. The secondary antibodies and dilutions used were as follows: anti-rat Alexa 488 (1:1,000, A32723; Invitrogen); anti-rabbit Alexa 488 (1:1,000, A21206; Invitrogen); and anti-goat Alexa 647(1:1,000, A21447; Invitrogen). For silver staining, free-floating brain sections were processed and stained with an FD NeuroSilver Kit (FD NeuroTechnologies, Columbia, MD) and quantified per our standard procedure (PMID: 25220467, 27822499, 30421909, 33087571, 33852912, 39241772).

Image Acquisition and Analysis: Images were acquired using the Zeiss Axio Imager.M2 microscope and Zeiss Axio Scan.Z1, keeping the light intensity and exposure time constant. ImageJ version 1.42 software (NIH, Bethesda, MD) was used to analyze brightfield and fluorescent images. IgG and Fibrin staining analysis, signal from the Lectin (vessel staining) channel was used to generate a vessel mask which was subtracted from the IgG/fibrin channel

to generate a parenchymal-only measure of IgG/fibrin fluorescence intensity. For IBA1 area analysis, images were converted to binary image using the ImageJ threshold plugin and area of particles was measured using Analyze particles plugin. CD68 area was measured in IBA+ cell mask, using Analyze particles plugin. Vessel length measurement was performed by Simple Neurite Tracer for CD31 positive capillaries. CD13 positive pericytes were counted and pericyte coverage was calculated by the ratio of number of pericytes divided by capillary length. Silver staining (black staining) was quantified using the plugin of the color deconvolution method described by Ruifrok and Johnston (4).

Oxidative and nitrosative damage staining and analysis: Sections were rinsed with phosphate-buffered saline (PBS) containing 0.3% Triton X-100 (TX) and then blocked with 5% normal goat serum. Following blocking, sections were incubated overnight at 4 °C either with anti-4-hydroxynonenal (1:500, Rabbit Polyclonal, Alpha Diagnostic International, Cat# HNE11-S) or anti-3-Nitrotyrosine (1:500, Rabbit Polyclonal, Millipore Sigma, Cat# AB5411). The next day, sections were washed with PBS-TX and incubated for two hours at room temperature (RT) with appropriate secondary antibodies conjugated with Alexa 594 or 488 (1:300; Invitrogen). Finally, the sections were rinsed in PBS and mounted using antifade aqueous media (Vectashield® Plus with DAPI, Vector Laboratories). Images were captured on LSM 710, and mean fluorescence intensities were quantified using Fiji ImageJ (National Institutes of Health, Bethesda, MD).

**Western Blot Analysis:** Brain cortex tissues were homogenized in RIPA buffer (R0278; Sigma-Aldrich) supplemented with protease and phosphatase inhibitor cocktail (1861284; Thermo Scientific). Homogenates were centrifuged at 14,000 rpm at 4 °C for 30 min, after which supernatants were collected, and protein concentration was measured by BCA Protein Assay Kit (A53225; Thermo Scientific). Proteins were resolved in 4-20% Criterion TGX Stain-Free gels (5678095; Bio-Rad Laboratories) and transferred onto 0.2 µm PVDF membranes (1704157; Bio-Rad Laboratories). Membranes were blocked with 5% nonfat dry milk in tris-buffered saline-tween 20 (TBST) for 1 h at room temperature and incubated with primary antibodies at 4°C overnight. The following primary antibodies were used: anti-Claudin 5 (1:500, 34-1600, Thermo Fisher Scientific); anti-ZO-1 (1:500, 33-9100, Thermo Fisher Scientific); anti-Occludin (1:500, 701161, Thermo Fisher Scientific), and anti-GAPDH (1:2000, MAB 374, EMD Millipore). After primary antibody incubation, membranes were rinsed with TBST (3 x 5 min) and then incubated with HRP-conjugated secondary antibodies. SuperSignal™ West Femto Maximum Sensitivity Substrate

(34096, Thermo Scientific) was used for developing and image acquisition using Bio-Rad ChemiDoc Imaging System. Densitometry analysis was conducted using Bio-Rad Image Lab Software.

**Open Chromatin structure from Brain ECs by ATAC-seq and data analysis:** A total of 80,000 to 90,000 flow-sorted live brain ECs were used to prepare the ATAC-seq library. The OMNI ATAC-seq protocol (5) was adopted for isolating nuclei and applying transposase reaction followed by 12 cycles of polymerase chain reaction (PCR) amplification (6). The library was purified using two-sided SPRI beads selection (100-500 bp fragment size). The Illumina Hi-Seq system was used to sequence libraries. The reads from raw files were trimmed from Illumina adapter using TrimGalore (v.0.5.0) and mapped to the mouse genome (mm10 version) using Bowtie2 (v.2.3.0) (PMID: 22388286) with specific options (--local, --very-sensitive-local, --phred33, -N 1). To filter the mapped reads, Picard tools (v. 2.9.2) and SAMtools (v. 1.9) (7) were employed. Unmapped reads, failed primary alignments, and duplicates were removed, while properly paired reads with MAPQ >30 were retained. Subsequently, peaks for open chromatin regions were called using MACS2 (v. 2.2.6) (88) with the parameters -f BAMPE, -g mm and --broad flag. The BAM files and peak bed files were then utilized in DiffBind (v. 3.17). DiffBind: differential binding analysis of ChIP-Seq peak data.) to define differential accessibility regions (DARs) by applying specific functions for read counting (dba.count), library size normalization (dba.normalize), enrichment heatmaps generation (dba.plotprofile), and calling DARs using the DESeq2 method (dba.contrast). Sites showing statistically significant differences between conditions were defined as DARs using an absolute cutoff of fold change (FC) >0.5 and false discovery rate (FDR) <0.05, with non-DARs defined using an FDR >0.05 for further analysis. Motif enrichment searches were performed using Homer (v. 4.11). Using HOMER software, NREL's Micropower Optimization Model, to Explore the Role of Gen-Sets in Small Solar Power Systems; Case Study: Sri Lanka (No: NREL/TP-710-36774). National Renewable Energy Lab to identify DAR peaks. The DeepTools (v. 3.1.0) (9) was employed with bamCoverage function to create coverage Bigwig files, which were then uploaded to IZG (90) for visualization as genomic tracks. Visualizations and statistical tests were

conducted using R/4.2.0. Specifically, peak annotation to genomic regions was performed using the Chipseeker package (11,12) and gene ontology enrichment analysis was carried out using the clusterProfiler package (13) and ReactomePA package for pathway enrichment analysis (14). Boxplots and violin plots were generated using the ggplot2 package. The DeepTools (v. 3.1.0) was employed with bam Coverage function to create coverage Bigwig files, which were then uploaded to IGV for visualization as genomic tracks. Visualizations and statistical tests were conducted using R/4.2.0 (R\_Core\_Team (2021). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria). Specifically, peak annotation to genomic regions was performed using the Chipseeker package (11,12) and gene ontology enrichment analysis was carried out using the clusterProfiler package (13) and ReactomePA package for the pathway enrichment analysis (14). Boxplots and violin plots were generated using the ggplot2 package (ggplot2: Elegant Graphics for Data Analysis).

**RNA Pol II ChIP-seq and data analysis:** Flow-sorted endothelial cells (200,000) were fixed using 1% formaldehyde at room temperature for 10 minutes with swirling and then quenched with 0.125M glycine for 5 min at room temperature. Cross-linked cells were lysed and frozen in 100  $\mu$ L SDS lysis buffer (50 mmol/L Tris/HCl, 0.5% SDS, and 10 mmol/L EDTA) supplemented with 1x complete EDTA-free protease inhibitor. Cells were rinsed twice with cold PBS before pelleting and stored until MNase digestion. For MNase digestion, the cell pellet was resuspended in PBS with 0.1% Triton X-100 supplemented with 1 mM  $\text{CaCl}_2$ . 100 U of MNase (NEB) were added to pre-warmed cells and incubated at 37 °C for 15 min. Digestion was halted by moving to ice and adding 10  $\mu$ L of 250 mM EDTA. Before DNA clean-up, digestions were adjusted to 0.5% SDS and 10 mM Tris pH 8. For DNA cleanup, digestions were incubated with RNase (Roche) for 30 min at 37 °C, with proteinase K (Roche) for 60 min at 55 °C, and then incubated at 65 °C for 60 min to reverse crosslinks. After MNase digestion, DNA fragment size was checked with desirable DNA fragment size (200-800bp). For chromatin immunoprecipitation followed by sequencing 5ug of ChIP grade antibody anti Pol-II (Sigma, 05–623) were used, blocked with BSA and cross-linked on magnetic protein A/G based on the antibody of origin, at 4 °C for 4hr. The MNase digested lysate was checked and incubated with the antibody at 4 °C overnight. The ChIP complex was pulled down using a magnetic separator and washed with high sucrose buffer, high salt buffer, LiCl buffer with protease inhibitor, and then with a final Tris wash. The immune complex was eluted with ChIP elution buffer and reverse cross-linked at 65 °C overnight. After reverse

crosslinking, 1  $\mu$ L 20  $\mu$ g/mL RNase (Sigma) was added and incubated at 37 °C for 30 minutes. DNA purification was carried out using the Zymo PCR Purification Kit. 15  $\mu$ L of PCR master mix and 5  $\mu$ L of primer mix (Nextera, Illumina) were added to 20  $\mu$ L of eluted DNA and libraries were amplified. After PCR amplification, library cleanup was done using Agencourt AmPureXP beads (Beckman Coulter) at a ratio of 1:1. DNA concentrations in purified samples were measured using the Qubit dsRNA HS Kit (Invitrogen). Libraries were pooled and paired-end sequenced using the NextSeq 500 platform (Illumina).

To analyze our ChIP-seq data, we used TrimGalore/0.5.0 to trim the reads and remove Illumina adaptors. The trimming process involved applying a minimal phred score of 30 and discarding reads below a minimal length of 36 bp. Next, we employed Bowtie2 (v. 2.3.0) with the alignment options followed in ATAC-seq to map the cleaned reads to the mouse genome (mm10 version). PCR duplicates were removed using Picard tools (v. 2.9.2) and SAMtools (v. 1.9) (7). We then utilized MACS2 (v. 2.2.6) (8) to identify peaks with default parameters, and MSPC (v. 4.0.0) (15) to generate consensus peaks from the biological replicates. 

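The headers of the deposited peak tables give MACS version 2.2.7.1, a q-value cutoff of 0.01, paired-end fragments, no control library, and all duplicate fragments kept at the calling step. Duplicates removed before that step would leave none to keep, so this setting alone does not show whether duplicates were present. The consensus step was not repeated with its own software. A rule modelled on it, which required a p-value of at most 1e-04 for each peak and a combined p-value of at most 1e-08, was run as an alternative to overlap alone and gave 8013 distal regions in old WT Cre and 8016 in young EC-K4KO. It only filters deposited peaks that already overlap, so it could not recover regions that overlap alone misses.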

To generate enrichment heatmaps and average profiles, we utilized DeepTools (v. 3.1.0) (9). Bigwig files were created using DeepTools bamCompare.

**ATAC-seq and scRNAseq data integration:** To intersect ATACseq peaks with DEGenes lists, five annotated genes near peaks regions in R using the annotatePeak function from the ChIPseeker package (11) and plotted all annotated peaks as the log2FC of DEGenes. This allowed us to define two types of DEGene-related ATAC-peaks based on the intersection results: (1) DEGenes that overlapped with DAR peaks and (2) DEGenes that overlapped with nonDAR peaks.

**ChIPseq and ATAC-seq data integration:** To identify the relationships between peaks in ATAC-seq DARS regions and ChIPseq Pol II peaks, we used annotatePeak function to annotate regions to the nearest genes and then applied the joint function to identify the overlapped genes. Gene ontology and pathway enrichment analysis were performed on shared genes across analysis conditions to identify related biological process and pathways.

**Statistical analysis:** All statistical analyses were performed using GraphPad Prism, version 9.0.0 (GraphPad Software, Inc.). Details regarding exact statistical tests used, sample sizes, post-hoc comparisons and p-values are mentioned in the figure legends.

# Supplementary Figure 1

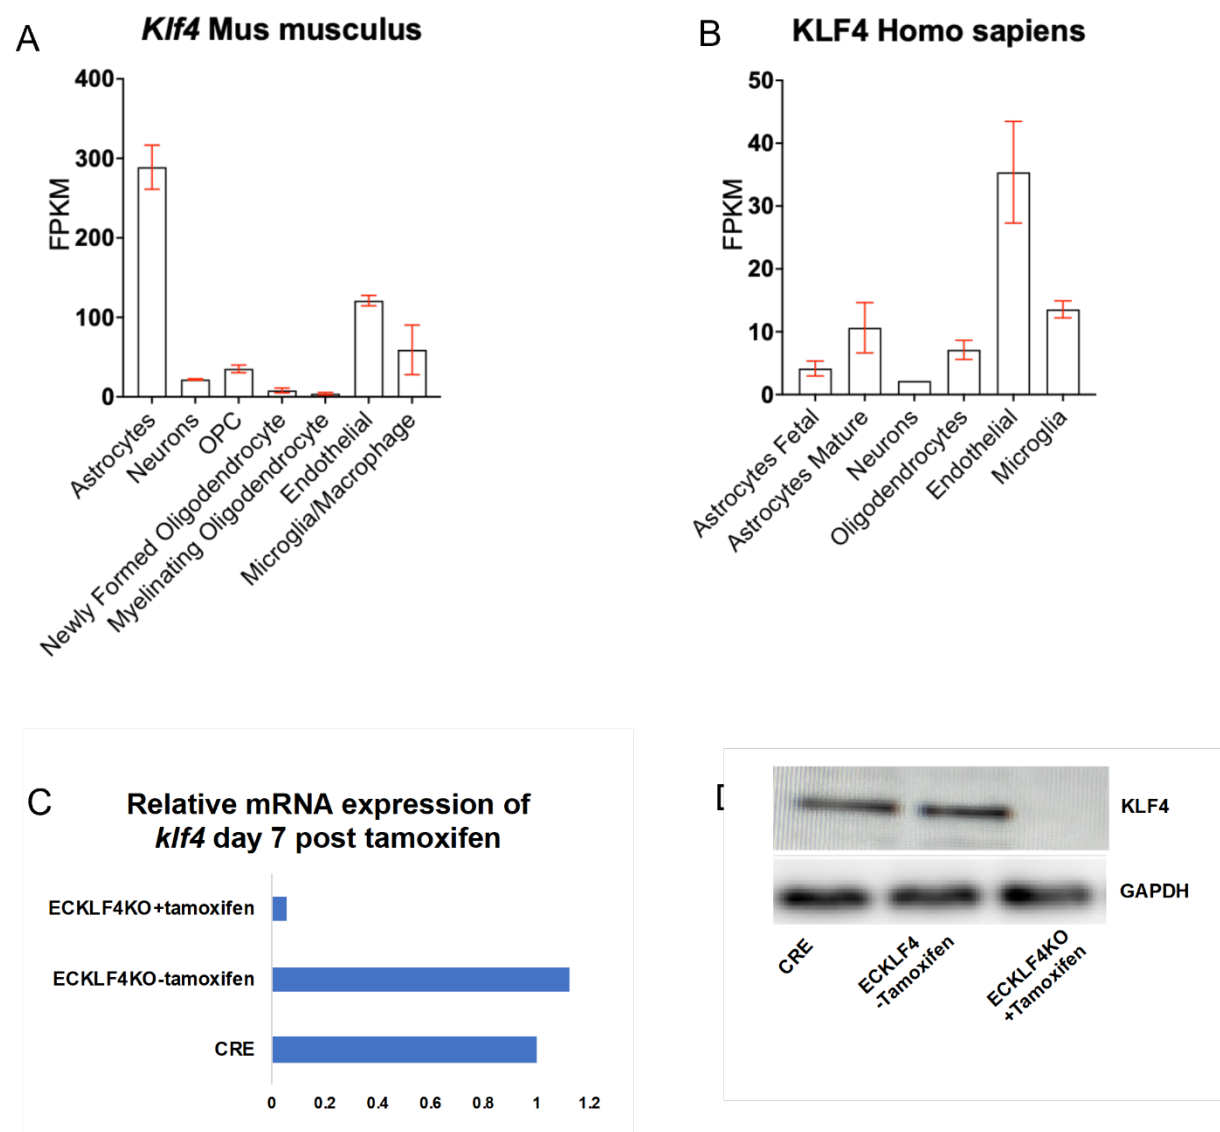

**Fig. S1: Distribution of human and mouse KLF4 mRNA in brain cells.** RNA sequencing data from Zhang et al. (2014) (22) and Zhang et al. (2016) (23) show KLF4 mRNA distribution among different cell populations in the **a**, mouse and **b**, human brain (OPC = oligodendrocyte precursor cells). **c**, Relative mRNA expression of *klf4* in brain endothelial cells isolated from adult mice post 7days of tamoxifen was normalized with gapdh (n=3). **d**, Representative western blot image for KLF4 protein expression in brain endothelial cells isolated from adult mice after 7days of tamoxifen, normalized with gapdh (n=3).

Supplementary Figure 2

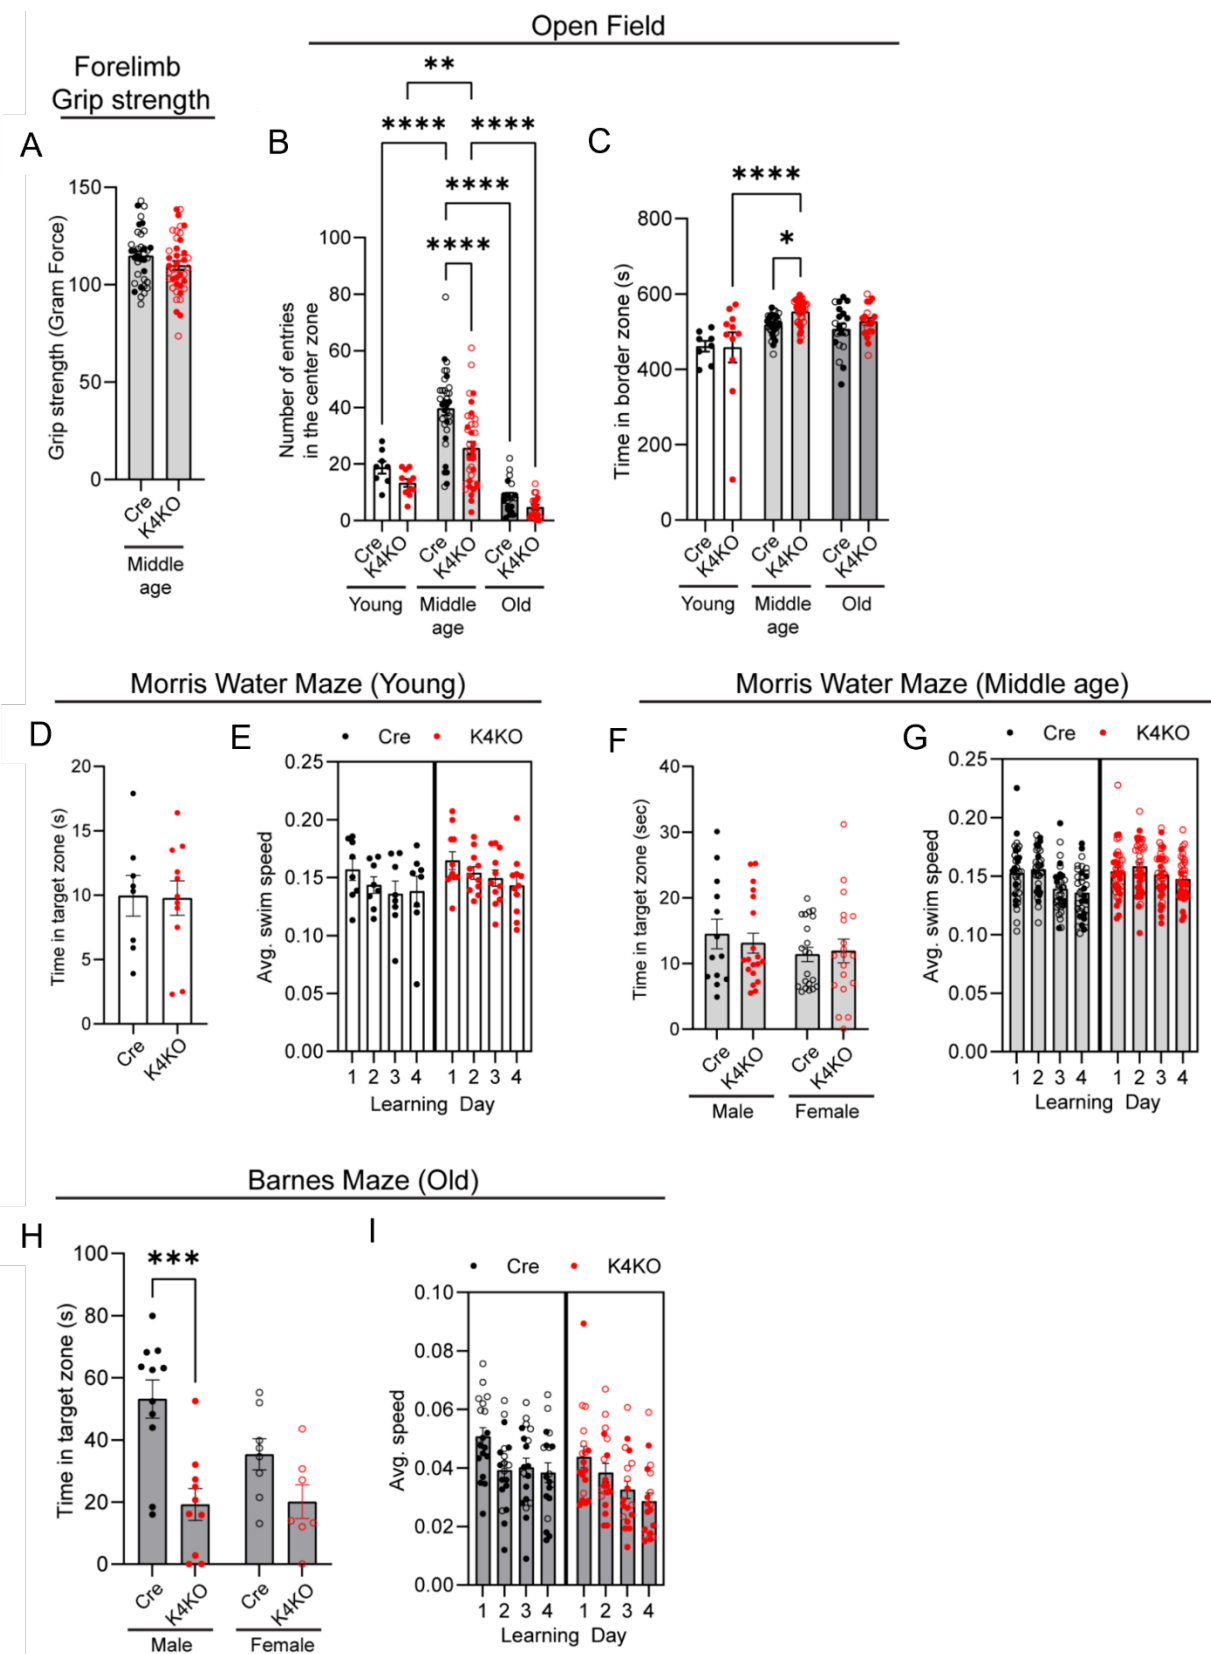

**Fig. S2: Control data for experiments showing that loss of endothelial KLF4 accelerates age-associated neurobehavioral and cognitive impairment.** **a**, Forelimb grip strength is equivalent in middle-aged EC-K4KO and WT Cre littermate mice. **b,c**, Anxiety-like behavior tested in the open field shows increased anxiety with age in both WT Cre mice and EC-K4KO mice, as evidenced by reduced entries in the center zone in old WT Cre mice compared to middle-aged WT Cre and in old EC-K4KO mice, compared to middle-aged K4KO mice, although time spent in the border zone was equivalent across groups. EC-K4KO mice also show age-dependent increase in time spent in the border-zone, as well as increased anxiety in middle-aged, compared to middle-aged WT Cre mice. Middle-aged Cre mice enter the center zone more frequently and spend more total time in the border zone than young WT Cre mice, suggesting increased excitability. **d,e**, Time spent in target zone during the Morris water maze probe test and average swim speed over the 4 learning days is the same for young EC-K4KO mice and WT Cre littermates. **f,g**, Time spent in the target zone during the Morris water maze probe test and average swim speed over the 4 learning days is the same for middle-aged EC-K4KO mice and WT Cre littermates. **h,i**, Time spent in the target zone during the Barnes maze probe test was decreased in old EC-K4KO males, compared to WT Cre littermates, while females showed a similar trend. Average speed over the 4 learning days was the same for young EC-K4KO mice and WT Cre littermates. All data shown are average ( $\pm$ SEM). Individual data points represent individual animals with black filled circles as WT Cre males, black open circles as WT Cre females, red closed circles as EC-K4KO males, and red open circles as EC-K4KO females. Significance was tested using one-Way ANOVA and Bonferroni post hoc analysis for all panels. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$

Supplementary Figure 3

A

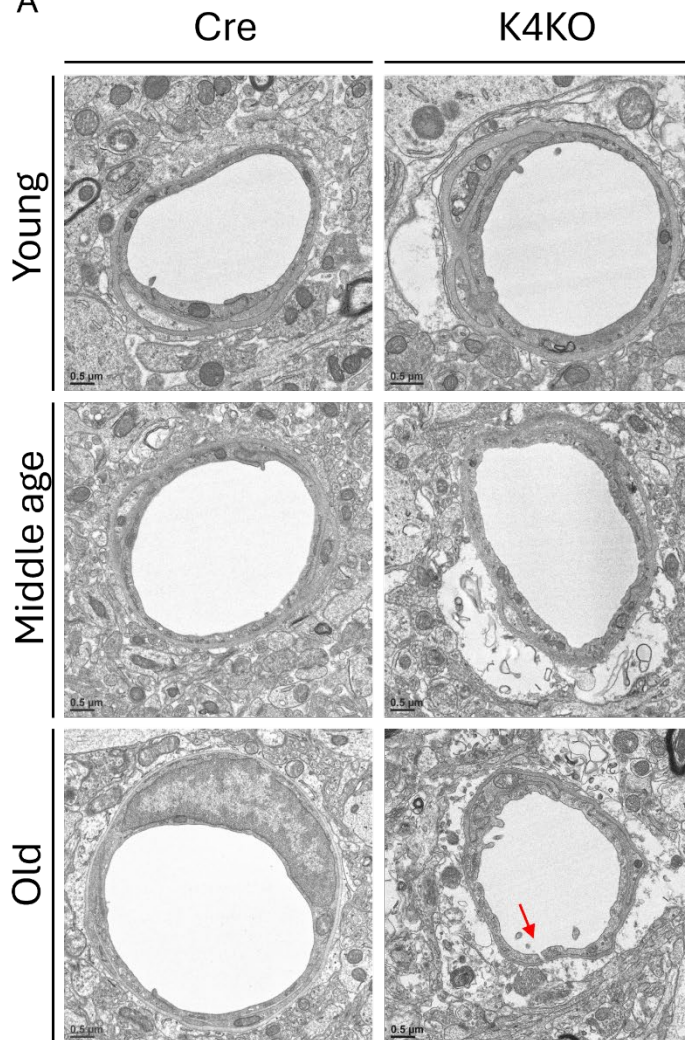

B

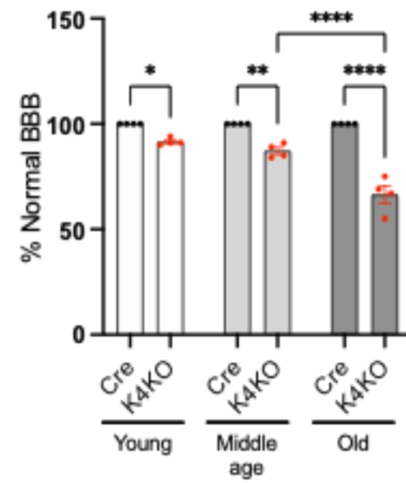

C

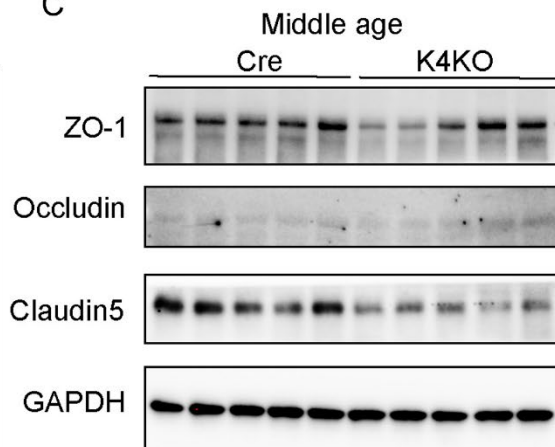

D

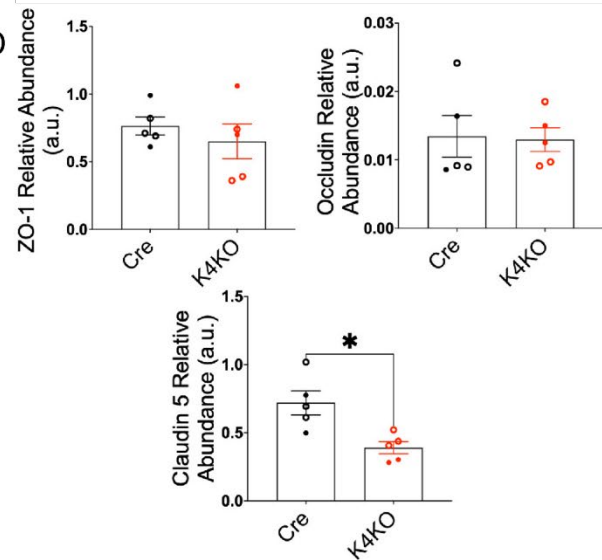

**Fig S3: Loss of endothelial KLF4 disrupts the blood-brain barrier (BBB).** **a**, BBB deterioration was measured by transmission electron microscopy. Representative images from EC-K4KO mice and WT Cre littermates demonstrate accumulation of astrocyte endfeet swelling in young, middle-aged, and old EC-K4KO mice, compared with WT Cre littermates. At old age, EC-K4KO mice also show breaks in the capillaries (red arrow). **b**. Quantification of BBB damage demonstrates progressive deterioration in old EC-K4KO mice relative to middle-aged EC-K4KO mice, as well as greater BBB damage in EC-K4KO mice compared to young, middle-aged, and old WT Cre littermate mice. **c**, Western blot analysis of tight junction proteins in the cortex of middle-aged animals shows reduced levels of Claudin 5 in the EC-K4KO mice compared with WT Cre littermates and no changes in ZO-1 or Occludin. **d**, Western blot quantification. Data shown are average ( $\pm$ SEM). For the transmission electron microscopy experiment, individual data points represent individual animals. Two males and two females were analyzed in all groups except the old group, in which all animals were male. For tight junction analysis, individual data points represent individual animals with black filled circles as WT Cre males, black open circles as WT Cre females, red closed circles as EC-K4KO males and red open circles as EC-K4KO females. Significance was tested using unpaired t-test (panel D) and one-way ANOVA and Tukey's post hoc analysis (panel B). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

# Supplementary Figure 4

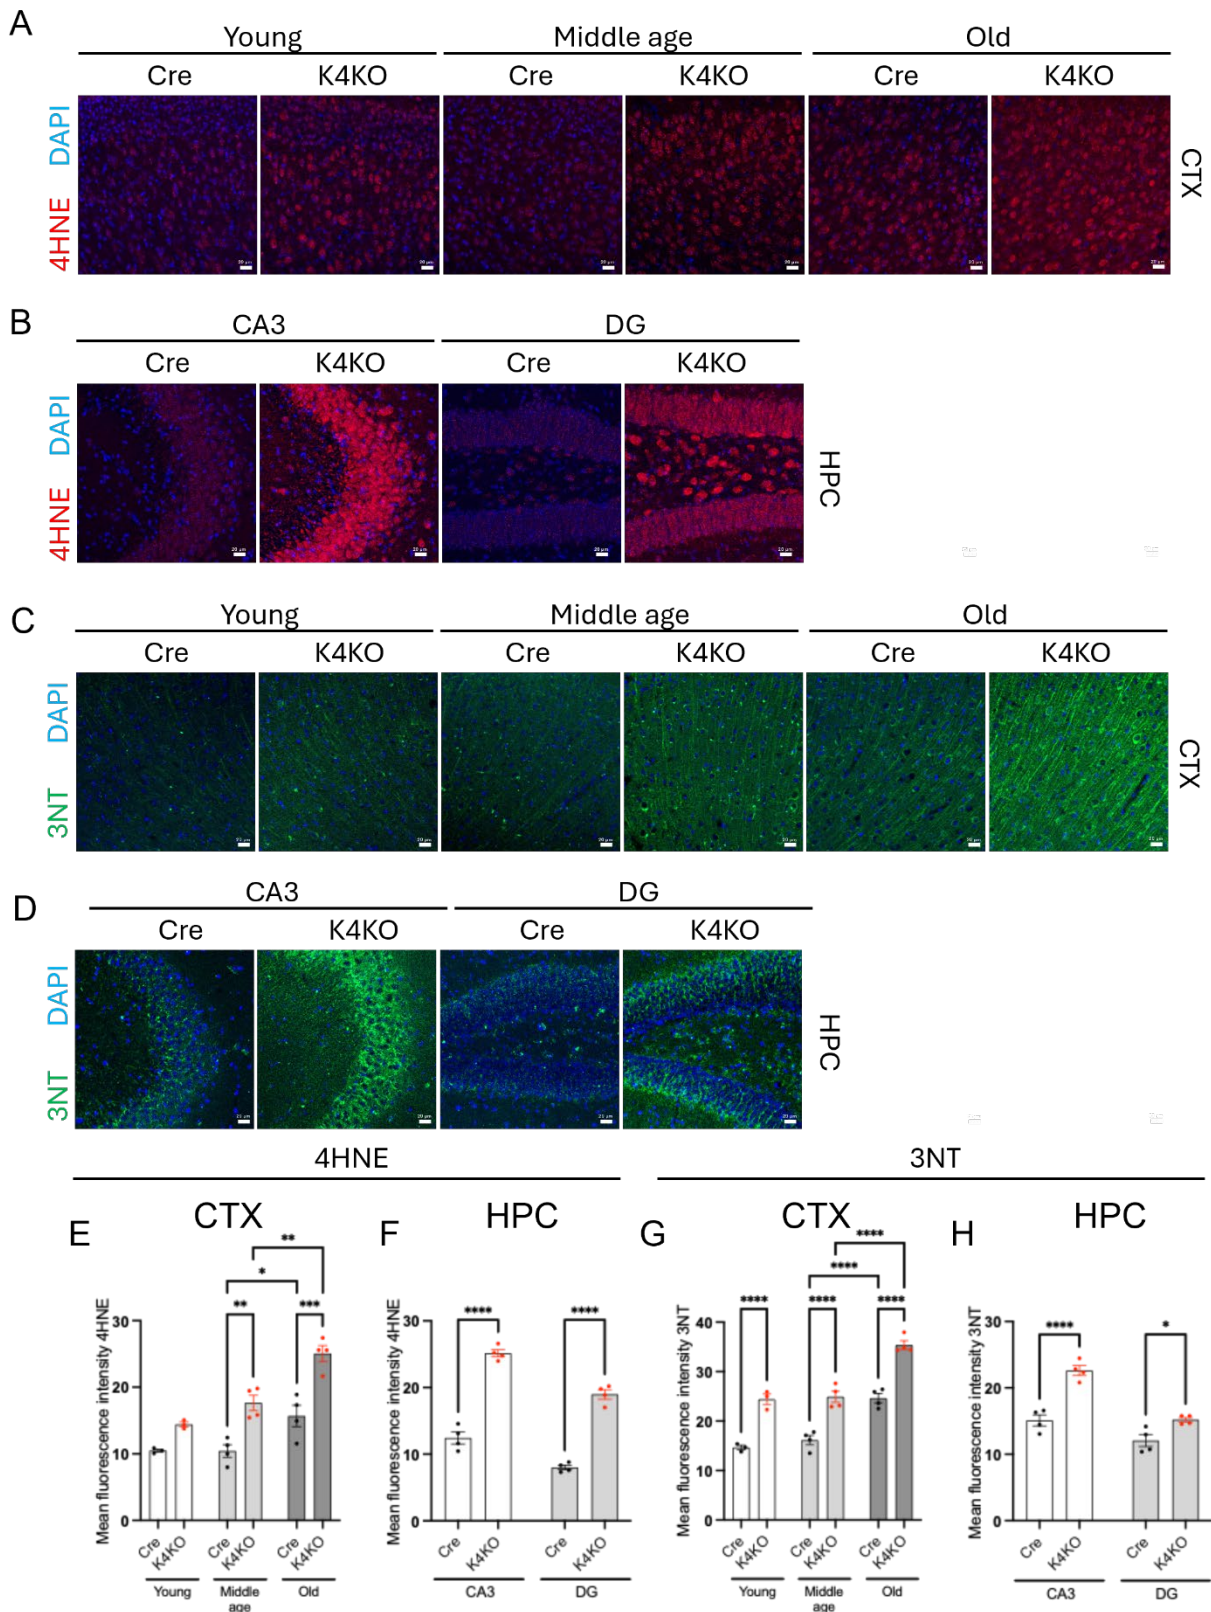

**Fig. S4: Loss of endothelial KLF4 elevates oxidative and nitrosative damage in the brain.**

**a,e,** Representative images and quantification of oxidative damage measured by 4HNE accumulation in the cortex (CTX) of young, middle-aged, and old EC-K4KO and WT Cre littermate mice demonstrate a progressive increase in oxidative damage in aging WT Cre mice that is more pronounced in EC-K4KO mice, as well as greater accumulation of 4HNE in EC-K4KO mice relative to WT Cre littermates in middle-aged and old groups. **b,f.** Representative images and quantification of 4HNE accumulation in the CA3 and dentate gyrus (DG) regions of the hippocampus (HPC) in middle-aged EC-K4KO and WT Cre littermate mice show increased oxidative damage in EC-K4KO mice relative to WT Cre littermates in both regions. **c, g,** Representative images and quantification of nitrosative damage measured by 3NT accumulation in the CTX of young, middle-aged, and old EC-K4KO and WT Cre littermate mice demonstrate a progressive increase in nitrosative damage in aging WT Cre mice that is more prominent in EC-K4KO mice, as well as greater accumulation of 4HNE in EC-K4KO mice, relative to young, middle-aged, and old WT Cre littermates. **d,h** Representative images and quantification of 3NT accumulation in CA3 and DG regions of HPC in middle-aged EC-K4KO and WT Cre littermate mice show increased nitrosative damage in EC-K4KO mice, relative to Cre littermates, in both regions. Data shown are average ( $\pm$ SEM). Individual data points represent individual animals. Significance was tested using one-way ANOVA and Tukey's post hoc analysis for all panels. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

## Supplementary Figure 5

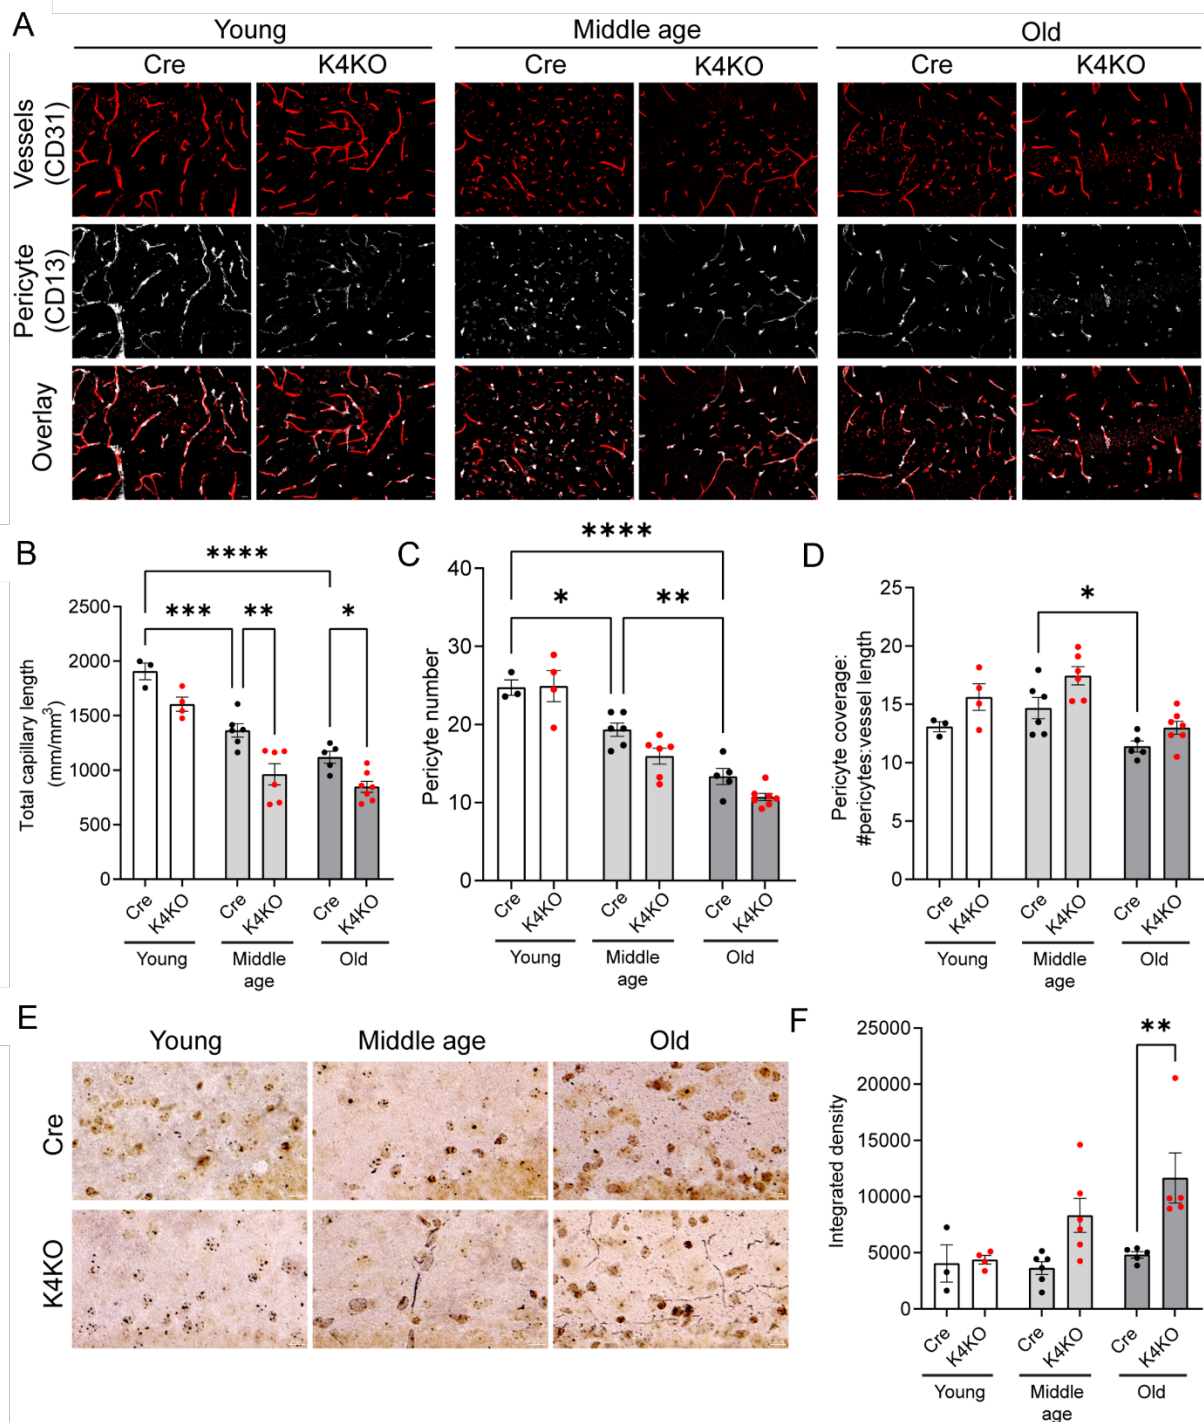

**Fig. S5. Loss of endothelial KLF4 causes vessel loss and axonal degeneration in the hippocampus beginning at middle-age.** Representative images and quantified data are from mouse hippocampus. **a,b** Reduction in total capillary length is seen earlier in the hippocampus

with age in WT Cre mice (middle-aged WT Cre littermates vs young WT Cre littermates, and old WT Cre littermates vs middle-aged WT Cre littermates), while endothelial loss of KLF4 results in significantly reduced vessel length by middle-age (middle-aged EC-K4KO vs middle-aged WT Cre littermate) that is sustained in old-age (old EC-K4KO vs old WT Cre littermate). **c**, Reduction in pericyte number is analogous to reduction in capillary length in WT Cre littermate mice. **d**, Pericyte coverage of capillaries reduces with age in old WT Cre littermate mice compared to middle-aged WT Cre. **e,f**, Significant increase in axonal degeneration is seen in old EC-K4KO mice compared to WT Cre littermates. Data shown are average ( $\pm$ SEM). Individual data points represent individual animals with black filled circles as WT Cre littermates and red closed circles as EC-K4KO mice. Significance was determined using one-way ANOVA and Bonferroni post hoc analysis. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$

Supplementary Figure 6

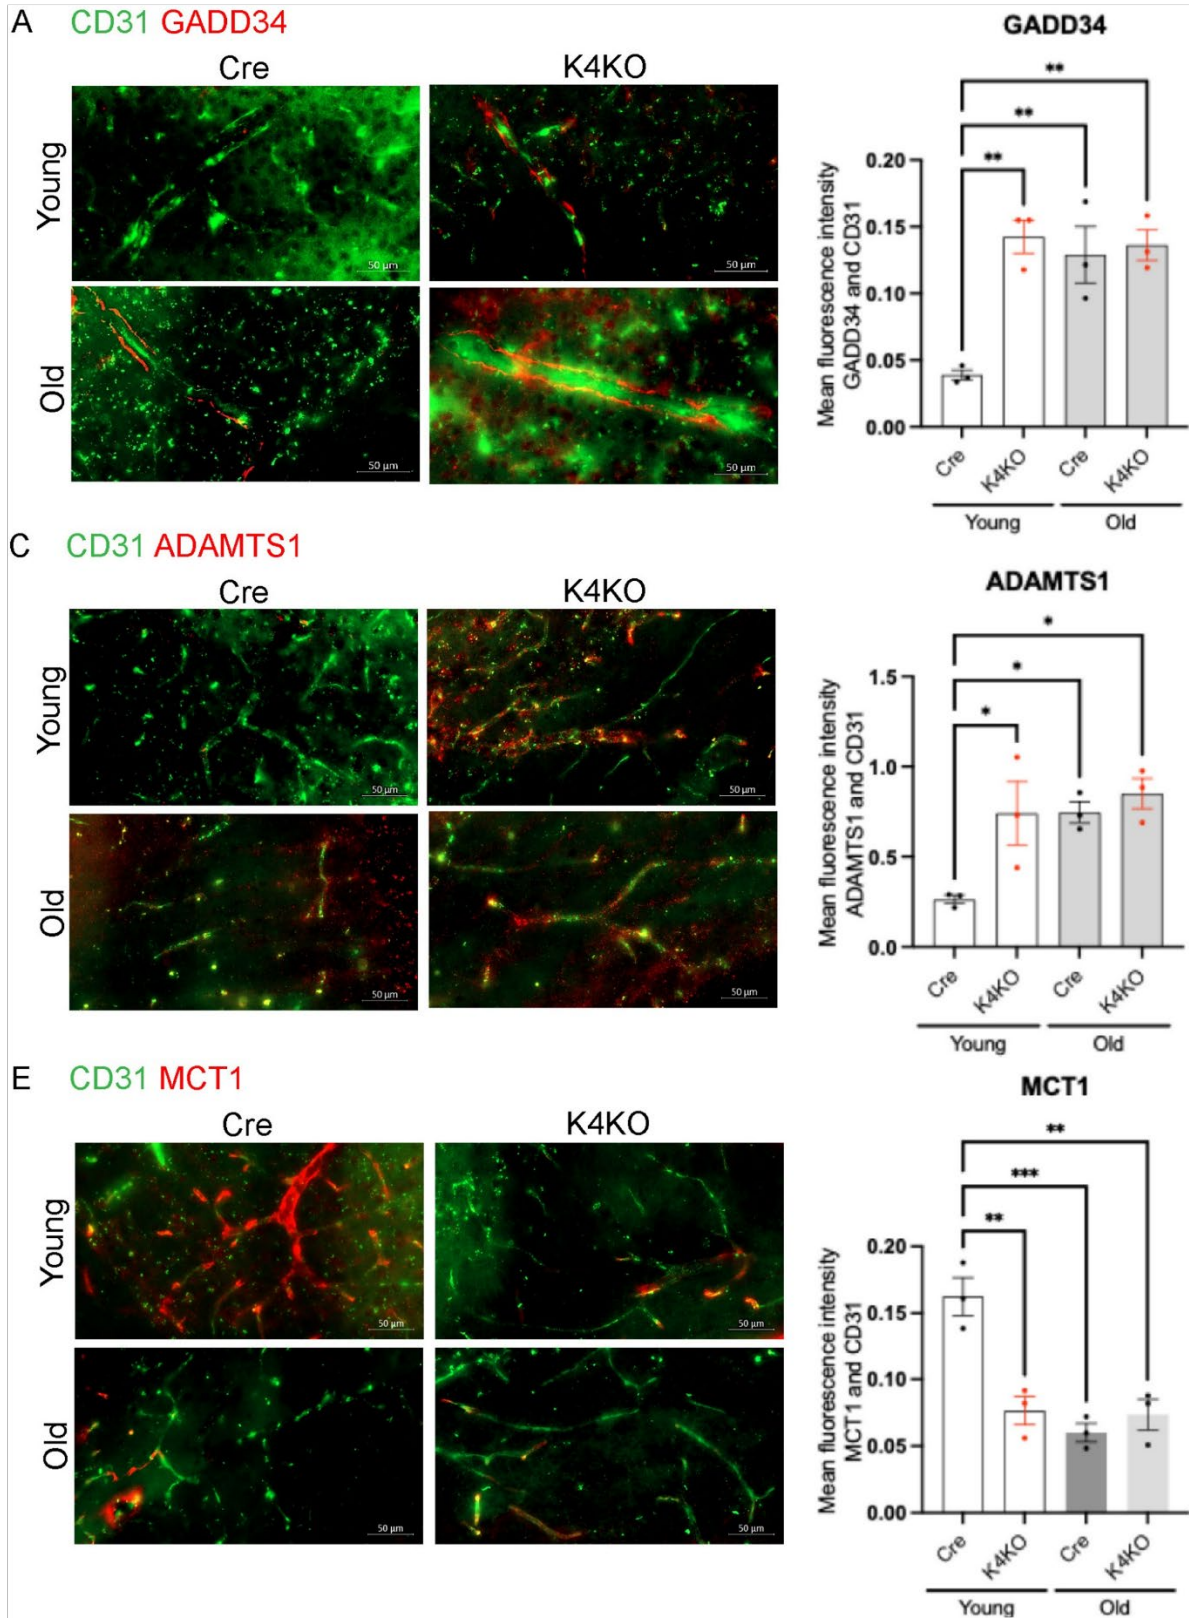

**Fig. S6: Differentially expressed genes (DEGs) evaluated at protein level recapitulates aspects of aged EC on young EC-K4KO.** Representative images and quantification of the immunofluorescence analysis of the EC marker CD31, with **a**, GADD34 (gene name PPP1R15A), **b**, ADAMTS1, and **c**, MCT1 (gene name SLC16A1), demonstrate that young EC-K4KO mice exhibit a similar protein level pattern to old WT Cre and old EC-K4KO mice, compared to young WT Cre littermates. Data shown are average ( $\pm$ SEM). Individual data points represent individual animals. Significance was tested using one-way ANOVA and Tukey's post hoc analysis for all panels. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$

## SI References

How the deposited data were processed for this re-analysis (not part of the article)

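The data are RNA Pol II ChIP-seq peak lists from flow-sorted brain ECs of old WT Cre and young EC-K4KO mice, with 2 libraries per group. According to the paper, the authors trimmed the reads, aligned them to mm10 with Bowtie2, removed duplicates with Picard and SAMtools and called peaks with MACS2. The authors deposited, for each library, peak tables, narrow peak lists and summits, which give for each peak its position, its pileup (a coverage signal in fragments at the summit), its fold enrichment (a ratio over the local background of the same library), and −log10 of its p-value and q-value. These deposited score values were not normalized between libraries. Scores of different libraries were used together in 3 places: pileups at the tallest peaks were divided by the fragment count of their own library and compared, the combined p rule joined the p-values of a replicate pair, and genes were ranked by the smaller −log10 q of a pair. The peak caller's fragment count per library sets the depth, and the smallest pileup of a called peak was 13, 8, 9 and 7 fragments in old WT Cre replicates 1 and 2 and young EC-K4KO replicates 1 and 2. No control library was used by the authors in calling.

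Peak lists were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and sequences were read with samtools 1.23.1. The reference was GRCm38 (mm10) with the GENCODE M21 basic annotation. Peaks at TSS are those that overlap the 1500 bp on either side of a protein-coding TSS, and distal regions lie more than 3000 bp from every annotated TSS. Chance values come from 100 random placements of each list on the same chromosome outside assembly gaps. Peaks on unplaced contigs and on mitochondrial DNA stayed in place, so chance values include them. Group regions are merged peaks of a replicate pair that overlap by at least 1 bp. Groups were compared by exact permutation of the 4 libraries, which allows no p below 0.3333. Motif windows were matched in GC content in bins of 5 percentage points, and gene lists were placed among 10000 random lists matched in gene length.

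The sample mapping, the tests, the motif consensuses, the gene lists and the alternatives were chosen before the data were examined, with exceptions. Added later were a motif background at least 3000 bp from every TSS, further draws of background windows, leaving out each library for the gene lists and for ETS and NRF1 windows summed over libraries, and most tests of explanations in the closing section. Those tests concern duplicates, repeat copies, preparation, sequencing depth, tall stacks, signal over background, ETS and NRF1 taken separately, and KLF/Sp in young EC-K4KO alone. The genes named are some of those the paper names, as measured, as cell markers or as regulators in its Discussion, and for each group the 5 genes with a promoter peak in both of its libraries and in neither library of the other group, ranked by the smaller −log10 q of the pair, a value of the authors. The alternatives were a stricter q, a minimum fold enrichment of 4, lists of equal length, reciprocal overlap of 50%, a combined p rule, other TSS windows, all annotated genes, another distance for distal regions, autosomes alone, and leaving out each replicate. For motifs they were other backgrounds, a window of 100 bp, 5000 summits, and TSS or distal summits. Motif calls near the threshold moved with the random draw of background windows, so 20 further draws were made.

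The steps were tested on simulated data. All 3000 planted overlaps and all 400 planted motif windows were recovered, and 22 of 400 random gene lists (5.5%) fell outside the central 95% of their random lists. The ATAC-seq and RNA-seq data of the paper and its GO enrichment were not analysed here.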

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

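The tests of duplicates, of repeat copies and of a difference in preparation were chosen only after the result they explain was seen.

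A single locus held a large share of the fragments in each library, at a place the paper does not discuss. The peak on chromosome 2 from 98666553 to 98667332 (old WT Cre replicate 1 coordinates) was the tallest in all 4 libraries. The fragments over its summit were 14.6% and 15.3% of all fragments in old WT Cre replicates 1 and 2, and 3.36% and 1.73% in young EC-K4KO replicates 1 and 2. Both old WT Cre libraries lay above both young EC-K4KO libraries (two-sided exact permutation test, p = 0.3333, the smallest that 2 libraries against 2 allow).

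In old WT Cre replicate 1 the pileup was 31.4 times the number of distinct fragments that fit inside the peak, and it was 2.98 times a wider limit that adds 300 bp to the peak width, counts both orientations and allows for local background. In young EC-K4KO replicate 2 the ratios were 1.28 and 0.314. In old WT Cre replicate 2 the ratios were 13.8 and 2.07, and in young EC-K4KO replicate 1 they were 3.85 and 0.837. Over all peaks, 14, 6, 5 and 3 exceeded the narrower limit in old WT Cre replicates 1 and 2 and young EC-K4KO replicates 1 and 2, and 3, 2, 1 and 0 the wider one. The fragments counted may thus include PCR duplicates with identical coordinates in both groups, though in young EC-K4KO replicate 2 no peak passed the wider limit. Copies of a repeat that the assembly holds only in part would give the same coordinates and remain possible too. At this locus the pileups of both old WT Cre libraries passed the wider limit. This argues that fragments with identical coordinates were left among those counted there, whichever source they had. Of the 20 entries made up of the 5 tallest peaks per library, 18 were among the 20 tallest peaks of every other library. For 5 of the 5 tallest loci of old WT Cre replicate 1 the median 24-mer was found elsewhere in the assembly, against 1 of 5 random windows of the same widths. PCR duplicates and repeat copies were not separated by these tests.

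The larger share in old WT Cre could come from a difference in preparation or filtering between the old and young libraries, from age or from genotype. These cannot be told apart, because every old library is WT Cre and every young library EC-K4KO. Mitochondrial DNA, another feature unrelated to Pol II, held 0 peaks in the old WT Cre libraries and 7 and 8 in the young EC-K4KO libraries, so it also followed the groups and leaves the same explanations open. A biological difference was not tested.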

How the results depend on the processing

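The motif backgrounds away from TSS and the gene lists without each library were chosen only after the result was seen. No paired analysis was possible because the results come from overlaps of peak lists, with no fit across samples in which a replicate number could enter. The alternative of q at most 0.01 was void, since every deposited peak already met it, and gave no values. Across the comparisons, 164 recomputed values stayed. They kept their direction and side of the threshold, or moved by less than the replicate spread, interval or factor set for them. Of the rest, 70 moved, 22 reversed, 14 became stronger and 8 weaker. The 164 include some changes of sign. These were the overlap difference without old WT Cre replicate 1 (-0.0219) or replicate 2 (-0.0191), and the difference in mean peaks without young EC-K4KO replicate 2 (-23624.5). For single named genes and for the number of genes nearest to distal regions, 51 recomputed values stayed and 17 moved. Of the 26 named genes, 3 moved by more than the set factor with a TSS window of 3000 bp and 6 at q of at most 1e-05. Smaller changes were counted as staying. Klf4, Card14 and Olfm5 went from 2 to 3 libraries with the wider window, and Klf2 and Cdh5 from 3 to 2 at the stricter q. Except where the construction shows it (fewer peaks or 1 library in place of a pair), the cause was not tested.

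At q of at most 1e-05 the lists held 45445, 20353, 10925 and 139171 peaks in old WT Cre replicates 1 and 2 and young EC-K4KO replicates 1 and 2. Regions shared by replicates fell to 4927 in old WT Cre and 3508 in young EC-K4KO, distal regions to 3944 and 2733, and genes with a TSS peak in both replicates to 823 and 583. The groups then shared 16.1% of the genes of the smaller set, and 31.4% of young EC-K4KO distal regions were overlapped. With every list limited to its 35638 leading peaks, shared regions numbered 5914 and 4158, distal regions 4702 and 3061 and genes 1035 and 1145, with 20.7% of genes shared. The share at TSS was then 10.3% in old WT Cre and 16.7% in young EC-K4KO, and 20.2% of old WT Cre and 31.1% of young EC-K4KO distal regions were overlapped. A fold enrichment of at least 4 left 35229 peaks in old WT Cre replicate 1 and 22340 in young EC-K4KO replicate 1.

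With reciprocal overlap, young EC-K4KO had 6101 shared regions, 9.21% of them at TSS, and 4853 distal regions, and the overlapped distal shares were 14.1% for old WT Cre and 16.8% for young EC-K4KO. TSS windows of 3000 and 500 bp put 13.7% and 10.2% of young EC-K4KO regions at TSS, and 27.6% and 20.9% of genes were shared. All annotated genes gave 17.7% and 18.5% of regions at TSS in old WT Cre and young EC-K4KO, and 3409 and 3518 genes. Distal regions over 10000 bp from a TSS had an overlapped share of 22.9% in old WT Cre, and autosomes alone gave 19.8% and 19.9%.

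Leaving out a replicate puts 1 library in place of a pair, so counts rise. Across the lists that each left out one replicate, regions ranged from 39674 to 78851 in old WT Cre and from 35638 to 235591 in young EC-K4KO, distal regions from 30236 to 64342 and from 29607 to 190618, and genes from 5348 to 5591 and from 2329 to 14756. The share at TSS ranged from 7.42 to 13.6% in old WT Cre and from 6.40 to 8.53% in young EC-K4KO, the shared genes from 23.0 to 91.3%, and the overlapped distal share from 4.81 to 48.0% in old WT Cre and from 2.09 to 37.4% in young EC-K4KO. Without young EC-K4KO replicate 2 the difference in mean peaks per library went from 76352 to -23624.5, and without the others it lay from 56763.5 to 176328.5. The difference in overlap within and between groups was -0.0219 without old WT Cre replicate 1, -0.0191 without old WT Cre replicate 2, 0.0357 without young EC-K4KO replicate 1 and 0.0334 without young EC-K4KO replicate 2.

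Motif results are mean log2 ratios over the 4 libraries. Against flanking windows ETS rose to 1.82, NRF1 to 3.58 and E2F to 1.98, while CRE fell to 0.73 and was no longer called in all 4. KLF/Sp reversed to 1.61 and CTCF to 0.60. AP-1, MEF2 and GATA lay at -0.46, -2.15 and -1.13 and were called lower. Against shuffled consensuses KLF/Sp reversed to 0.93, E2F to -1.49 and CTCF to 2.46, NRF1 reached 2.82, NFY 0.35, MEF2 -1.60 and GATA -0.81. At distal summits ETS reversed to -0.45, and at TSS summits KLF/Sp (-0.23) and CRE (0.66) were no longer called in all libraries. KLF/Sp lost calls with 100 bp windows (-0.31), and with 5000 summits KLF/Sp (-0.24) and CRE (1.08) did. With the background away from TSS, KLF/Sp was -0.063, NRF1 2.40 and GATA -0.54, and at distal summits ETS was -0.0021, KLF/Sp -0.22 and GATA -0.63.

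Gene lists are mean excess in percentage points over random lists. The endothelial list reversed to 1.39 and the neuron list to 5.97 with a window of 3000 bp. Without length matching the neuron list reversed to 2.88, the microglia list to -2.11 and the mural list to 0.411. At q of at most 1e-05 the astrocyte list reversed to -1.22 and the microglia list to -5.26, and the senescence list rose to 21.2. Across the means that each left out one library, the sign reversed for 6 lists: endothelial ranged from -7.51 to 0.527, neuron from -1.67 to 1.80, astrocyte from -3.00 to 4.12, oligodendrocyte from -8.25 to 1.38, microglia from -4.77 to 4.64 and mural from -5.96 to 2.66. The sign changed without young EC-K4KO replicate 2 for endothelial, neuron and microglia, without old WT Cre replicate 1 for astrocyte, oligodendrocyte and microglia, and without old WT Cre replicate 2 for oligodendrocyte (0.909) and mural.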

Differences from the paper's values

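The motif background away from TSS and its repeated draws were chosen only after the first motif results were seen. The paper's values here were read by eye from Fig. 8.

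The genes nearest to distal regions were fewer than the paper's. In old WT Cre they numbered 4596 against the paper's about 12000 in Fig. 8E, read by eye. Of the alternatives set before the data were examined, leaving out old WT Cre replicate 1 (10660) or replicate 2 (14043) came within 1.5 times of the paper's value, and no other alternative did. In young EC-K4KO they numbered 4442 against the paper's about 7700 in Fig. 8E, read by eye. Leaving out young EC-K4KO replicate 2 (9435) came within that range, and no other alternative did. In common were 2466 genes against the paper's about 6300 in Fig. 8E, read by eye, and leaving out young EC-K4KO replicate 1 (4551) alone came within range. The figure's legend speaks of peaks and the text of genes. Counted as regions, the distal sets held 8047 and 8070, within 1.5 times of the paper's values for both groups. The old WT Cre count left this range under several alternatives, among them autosomes alone (7637), a distance over 10000 bp (6190) and reciprocal overlap (5783). Under the combined p rule (8013) it stayed within the range. That rule only filters peaks that already overlap, so it could not test whether the paper's consensus step explains the difference. The young EC-K4KO count left the range with reciprocal overlap (4853), at q of at most 1e-05 (2733) and with lists of equal length (3061). It also left the range without young EC-K4KO replicate 1 (190618) or replicate 2 (29607). On autosomes alone (7594) and with a distance over 10000 bp (6259) it stayed within the range. The regions in common were still fewer, 1758 of the old WT Cre regions against the paper's about 6300 in Fig. 8E, read by eye. No alternative came within 1.5 times of that value, and the nearest was leaving out young EC-K4KO replicate 1 (3866).

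The paper reports enrichment of ETS and zinc-finger motifs in both groups from ATAC-seq and ChIP-seq together. In the Pol II summits alone, against GC-matched windows, ETS was called higher in 1 of 4 libraries and KLF/Sp lower in 4 of 4. KLF/Sp is only part of the zinc-finger family, and an exact consensus was matched here. These calls therefore do not test the paper's statement on the whole family. With flanking windows as the background, an alternative set before the data were examined, ETS and KLF/Sp were each called higher in 4 of 4 libraries, and against shuffled consensuses KLF/Sp was higher in 4 of 4. At TSS summits alone, also set before, ETS was called higher in 3 of 4 libraries, and with the background away from TSS, chosen after seeing the values, in 2 of 4 in the first draw and in 1 to 4 over 20 further draws. Over these draws ETS was called higher 1 and 16 times in old WT Cre replicates 1 and 2 and 14 and 20 times in young EC-K4KO replicates 1 and 2, which lies closer to the paper's statement. With the same background KLF/Sp was called lower in 0 of 4 libraries in the first draw and in 1 or 2 over the further draws. It was called lower 20 and 13 times in old WT Cre replicates 1 and 2 and never in young EC-K4KO. In young EC-K4KO replicate 2 it was called higher in 3 draws.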

Other observations

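The tests of sequencing depth, of tall stacks and of signal over background for young EC-K4KO replicate 2, the separate tests of ETS and of NRF1, the pooling over libraries, the leaving out of each library for pooled motifs and for gene lists, the motif background away from TSS, its repeated draws, and the test of KLF/Sp in young EC-K4KO alone were chosen only after the result was seen.

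Young EC-K4KO replicate 2 had the most peaks of the 4 libraries. Total sequencing depth is argued against, since this library had the fewest fragments of the 4 libraries, 22705175. A higher signal over background remains a candidate explanation. Among the 35638 leading peaks of each library, 16.8% lay at TSS in this library, against 7.16%, 13.8% and 6.40% in old WT Cre replicates 1 and 2 and young EC-K4KO replicate 1, though in this library they are the top of a longer list. Loss of fragments to the tall stacks in the other libraries cannot be told apart from it. The 20 tallest peaks leave at most 50429756, 20501315, 33150754 and 21985250 fragments outside them in old WT Cre replicates 1 and 2 and young EC-K4KO replicates 1 and 2. Summits give only the least number of fragments in a stack, so these are upper limits, and they do not rank the depth outside the stacks. A biological explanation was not tested, since the replicate of the same group lacked the pattern.

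The share of peaks on chromosome X was 3.74% in young EC-K4KO replicate 2 and 1.42%, 1.73% and 1.16% in the others. It may be that sex of the mice differs between libraries, which cannot be told apart from other causes here, since neither kind of marker had a promoter peak in most libraries. The promoters of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d held 0 peaks in the 4 libraries, and Xist had 1 peak, in young EC-K4KO replicate 2. Elsewhere on chromosome Y there were 79, 83, 88 and 158 peaks in old WT Cre replicates 1 and 2 and young EC-K4KO replicates 1 and 2, so no library lacked them. Whether these lie in sequence shared with other chromosomes was not tested, so they leave the sex of the mice open.

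Of the peaks outside TSS, 66.9%, 50.9%, 62.6% and 86.4% overlapped no peak of another library in old WT Cre replicates 1 and 2 and young EC-K4KO replicates 1 and 2. Their median width was at most 1.21 times the fragment size of their library, and peaks shared with the replicate were 1.23 to 1.47 times as wide. Stacks of duplicate fragments could give this, but the caller's minimum peak length and weak signal would give it too, so the test leaves the cause open.

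ETS and NRF1 matches at summits were set against the TSS content of the peaks as a pair. TSS content does not account for the pair, since the NRF1 ratio at distal summits was over 1 in 4 of the 4 libraries. Taken separately and summed over the libraries, the ETS ratio was 3.42 at TSS summits and 0.723 at distal summits, so TSS content may account for ETS. The size of the TSS ratio rests on young EC-K4KO replicate 2, without which it was 1.83, and the distal ratio without each library in turn was 0.654 to 0.770. The NRF1 ratio was 5.00 at TSS summits and 2.19 at distal summits (p = 7.46e-05, Fisher's exact test on windows summed over libraries, which are not independent replicates), and without each library in turn the distal ratio was 1.96 to 2.48. In single libraries the distal NRF1 ratio ranged from 1.57 to 3.20 and was called in 1 of 4.

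KLF/Sp was less frequent at summits than in GC-matched windows. GC-rich background windows at promoters without a called peak are argued against as the whole cause. With background windows at least 3000 bp from every TSS, the mean ratio over 20 draws was 0.847 over both old WT Cre libraries. The ratio was called lower in 20 draws in old WT Cre replicate 1 and in 13 in replicate 2. The first draw gave 0.891 and 0.921 in old WT Cre, neither past the threshold (adjusted p = 1.28e-01 and 1.74e-01, Fisher's exact test), so the size of the deficit moves with the draw. The 0.891, in replicate 1, lay above all 20 further draws (0.775 to 0.859). The 0.921 lay within those of replicate 2 (0.838 to 0.939). In young EC-K4KO, further draws of ordinary GC-matched windows gave mean ratios of 0.850 and 0.882, called lower in 17 draws in each replicate. With windows away from TSS the mean ratio was 1.02, with 0.968 in replicate 1 and 1.08 in replicate 2, never called lower. This explanation may thus account for the deficit there. At distal summits the first draw of that background still gave 0.826 to 0.888 over the 4 libraries, so the explanation is left open.

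Of the 10 gene lists, none lay above the central 95% of random lists in all 4 libraries. The mean excess over random lists was 16.5 percentage points for stress, 15.7 for senescence and 12.6 for vascular integrity genes, and stress and senescence each lay above the central 95% in 1 library, young EC-K4KO replicate 2. That library raises the stress and senescence means, which were 10.2 and 8.66 without it, while the vascular integrity mean was then 14.1. At q of at most 1e-05 the senescence list lay above the central 95% in 4 of 4 libraries. For endothelial genes the mean of -3.87 joins opposite signs, with 6.52 and 7.08 in old WT Cre replicates 1 and 2 and -12.0 and -17.0 in young EC-K4KO replicates 1 and 2. No library lay outside the central 95%, the groups were not tested against each other for this list, and without young EC-K4KO replicate 2 the mean changed sign, to 0.527. For the other cell type lists the excess was -0.574 for neuron, 1.68 for astrocyte, -2.29 for oligodendrocyte, 0.658 for microglia, -2.42 for mural and -2.67 for neutrophil genes, and for all but the neutrophil list leaving out 1 library changed the sign (neuron to 1.80, astrocyte to -3.00, oligodendrocyte to 1.38, microglia to -4.77 and mural to 2.66). Of the 20 endothelial genes, 7 had a promoter peak in each old WT Cre library, 0 in young EC-K4KO replicate 1 and 11 in young EC-K4KO replicate 2, which is 55.0% against a mean of 72.0% in random lists.

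Promoter peaks in both libraries of a group and in neither of the other were at 171 genes in old WT Cre, led by A530032D15Rik, Trpm8, Card14, Olfm5 and Rsl1d1, and at 683 genes in young EC-K4KO, led by Gm10801, Oasl1, mt-Cytb, mt-Nd1 and mt-Nd2. These counts were not compared with chance, and they depend on list length. In young EC-K4KO replicate 2 alone, 67.6% of protein-coding genes had a promoter peak, which limits how many can lack one in both young libraries. With a window of 3000 bp, A530032D15Rik and Trpm8 had a peak in 4 libraries and Card14 and Olfm5 in 3. The Gm10801 peak lies beside the tall stack on chromosome 2 and was itself the fifth tallest in both young EC-K4KO libraries. Mitochondrial DNA is unrelated to Pol II, so mt-Cytb, mt-Nd1 and mt-Nd2 do not show Pol II at promoters. In young EC-K4KO replicate 1 the same peak (3249 to 3440) counted for both mt-Nd1 and mt-Nd2. The mt-Cytb summits lay 1654 and 1588 bp from its TSS in young EC-K4KO replicates 1 and 2. Of the other genes the paper names, Klf2 and Cdh5 had a promoter peak in 3 libraries, Ep300 in 4, Tjp1 and Mecom in 2, Cldn5, Anpep, Aif1, Cd68 and Trp53 in 1, and Pecam1 in none. At q of at most 1e-05 Ep300 fell to 1 library, Klf2 and Cdh5 to 2, and Anpep, Aif1 and Cd68 to none, and with a window of 3000 bp Pecam1 rose to 3.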
